# Multiomic analysis reveals that polyamines alter G. vaginalis-induced cervicovaginal epithelial cell dysfunction

**DOI:** 10.21203/rs.3.rs-8552817/v1

**Published:** 2026-06-22

**Authors:** Lauren Anton, Olha Kholod, Rutuja Phatate, Briana Ferguson, Kristin Klohonatz, Brittany A. Goods, Kristin D. Gerson

**Keywords:** cervix, epithelial cells, Lactobacillus crispatus, Gardnerella vaginalis, polyamines, spermine, spermidine, putrescine, RNA-seq, transcriptomics, metabolomics, Luminex, women’s health

## Abstract

**Background:**

An anaerobe-dominant, *Lactobacillus*-deplete cervicovaginal microbiome is associated with adverse reproductive outcomes. *Gardnerella vaginalis*, a cervicovaginal anaerobe, alters cervicovaginal epithelial cell function, resulting in immune activation and barrier breakdown. Host-microbial mechanisms inducing this epithelial dysfunction remain unknown.

**Results:**

We show microbe-specific alterations in cervicovaginal epithelial cell metabolite profiles where *G. vaginalis*, but not *Lactobacillus crispatus*, increases polyamine biosynthesis. Pretreatment with polyamines (putrescine, spermidine and spermine) globally shifts *G. vaginalis*-induced transcriptomic profiles. Alterations in enzyme transcripts responsible for polyamine synthesis and catabolism provide evidence that *G. vaginalis* modifies polyamine biosynthesis. Polyamine-mediated transcriptomic changes include genes related to bacterial defense, inflammation, and epigenetic processes. Polyamines mitigate *G. vaginalis*-induced inflammatory responses through reduction of cytokines/chemokines and matrix metalloproteinases. *In vitro* transcriptional signatures positively correlated to existing human datasets.

**Conclusions:**

The ability of cervicovaginal metabolites to alter microbe-mediated changes in epithelial cell function suggests that metabolite-microbe interactions are critical mediators of epithelial defense against a *Lactobacillus*-deplete microbiota.

## Introduction

The female lower reproductive tract contains a complex ecosystem of microorganisms, metabolites, immunomodulatory components and host cells, which are essential to maintaining homeostasis and reproductive health. Numerous studies have characterized the vaginal microbiome in non-pregnant and pregnant individuals and have found associations with health and disease.^1–4^ Though less complex than microbial ecosystems at other body sites such as the gut, mouth, or skin, bacterial diversity and instability of the vaginal microbiome have been associated with several disease pathologies, including infertility and adverse gynecological and obstetrical health outcomes.^5^ The vaginal microbiome has been broadly divided into *Lactobacillus*-dominant (low diversity) and *Lactobacillus*-deplete (high diversity) classifications. More granular classification schemes separate communities into state types (CSTs) based on predominant bacteria.^1,2,6^ Clinical studies have shown that a *Lactobacillus*-dominant vaginal microbiome, most often classified by high levels of *Lactobacillus crispatus* (*L. crispatus*), is associated with overall reproductive health and is protective against vaginal infection.^7,8^ This *L. crispatus*-mediated protection is largely due to the high production of lactic acid,^9,10^ immunomodulatory anti-microbial peptides,^11,12^ bacteriocins,^13^ and hydrogen peroxide,^14^ all of which create an unfavorable environment for vaginal pathogens.

Vaginal microbial communities with a high abundance of anaerobes and a low abundance of *lactobacilli* are associated with a high risk for bacterial vaginosis (BV),^15,16^ sexually transmitted infections (i.e., HIV and HPV),^17–19^ and adverse pregnancy outcomes (i.e., miscarriage and preterm birth).^4,20^ This microbial dysbiosis is often characterized by an overgrowth of strict and facultative anaerobes, including *Prevotella*, *Atopobium*, and *Mobiluncus* subspecies, and most predominantly *Gardnerella vaginalis* (*G. vaginalis)*. These vaginal bacteria alter the microenvironment, leading to an increase in pH, inflammatory mediators,^21^ mucin degrading enzymes (e.g., sialidases),^22^ and select metabolites (e.g., short chain fatty acids and biogenic amines).^23–25^ Despite the associated risk, *G. vaginalis* has been detected in more than 50% of women who do not show clinical symptoms of BV.^15,26,27^ While studies using advanced molecular technologies including 16s rRNA sequencing, metagenomics, metatranscriptomics, and proteomics have helped to further refine the classification of *Gardnerella* subspecies (clades) and their associated virulence factors,^28^ elucidating the specific biological mechanisms through which these bacteria exert their functional effects are essential to the future development of targeted therapeutic strategies aimed at mitigating adverse gynecological and reproductive outcomes.

Vaginal bacteria interact with cervicovaginal epithelial cells and/or their cell surface receptors to regulate host biological functions, including immune responses, metabolism, cellular signaling, and epithelial barrier function. These host-microbe interactions are critical to the defense and maintenance of the cervicovaginal epithelial barrier. Previous studies by our group and others have shown that *G. vaginalis* decreases epithelial barrier integrity and activates a TLR2/ NF-kB-mediated innate immune response in cervical and vaginal epithelial cells.^29–32^ Additionally, RNA sequencing of cervical cells exposed to *G. vaginalis* showed an upregulation of innate immune genes, including NF-kB-mediated cytokines and anti-microbial peptides.^33^ However, the molecular pathways mediating this host-microbial immune activation are complex and remain undefined.

Metabolites can act as inert byproducts of cellular metabolism or play key roles in modifying diverse physiological processes. Recent studies, most predominantly in the gut, have identified that metabolites produced by both bacteria and host cells play an important role in regulating epithelial cell function.^34–37^ Previous studies have also shown that select vaginal metabolites correlate with microbial dysbiosis in pregnancy, and that metabolomic models can be used to identify individuals at greatest risk of preterm birth among those with similar microbiome-related risk.^25,38,39^ Overgrowth of *G. vaginalis* is associated with increased abundance of biogenic amines, including putrescine, cadaverine, and tyramine, which contribute to the clinical features of increased vaginal pH and malodor seen in BV.^40^ These biogenic amines reduce *L. crispatus* growth and decrease lactic acid production, further driving vaginal dysbiosis.^41^ Polyamines are a class of biogenic amines that includes putrescine and its downstream metabolites spermidine and spermine. In the gut, polyamines have been shown to alter epithelial cell function affecting proliferation, migration, apoptosis, and cell-cell tight junctions which are important for epithelial barrier strength and homeostasis^34,42–44^. Importantly, polyamines can alter the immune response or mitigate inflammatory damage as part of the immunometabolome.^45^ Spermidine induces an anti-inflammatory macrophage phenotype^46,47^ and regulates differentiation of T, B and natural killer cells,^48–51^ while spermine mitigates proinflammatory cytokines in monocytes.^52^

Despite evidence that polyamines are altered by the vaginal microbiome and can impact epithelial and immune cell function, the role of polyamines in regulating microbe-mediated immune responses in the cervicovaginal space is unknown. To address this key knowledge gap, we leveraged a multi-omics discovery-based approach to investigate the pathways activated in cervicovaginal epithelial cells exposed to *G. vaginalis*, and to determine how vaginal polyamines alter this response. Specifically, cervicovaginal epithelial cells exposed to *L. crispatus* or *G. vaginalis* resulted in microbe-specific alterations in metabolite profiles and pathways including polyamine biosynthesis. Using RNA-sequencing, transcriptional changes and activated functional pathways were identified in *G. vaginalis*-exposed cervicovaginal cells and, secondarily, we found that these changes were altered by pretreatment with polyamines. Through WCGNA analysis, we identified the top genes associated with polyamine pretreatment in *G. vaginalis*-exposed cells, many of which are known regulators of epithelial cell function. Focusing on the cervicovaginal host immune response, we used Luminex to profile polyamine alterations to *G. vaginalis*-induced cytokine production. Lastly, we compared our *in vitro* findings to human transcriptomic datasets from women with a Lactobacillus-deplete microbiome. Overall, our findings provide evidence of microbe-specific alterations to the cervicovaginal epithelial cell metabolome and show that *G. vaginalis*-induced changes to epithelial cell function can be mediated by polyamines.

## Materials and Methods

### Eukaryotic cell culture

Ectocervical (Ect/E6E7, ATCC# CRL-2614) (Ecto), endocervical (End1/E6E7, ATCC# CRL-2615) (Endo) and vaginal (VK2/E6E7, ATCC# CRL-2616) (VK2) human epithelial cell lines (American Type Culture Collection, Manassas, VA) were cultured in Keratinocyte-Serum Free Media (KSFM) supplemented with 0.1 ng/mL epidermal growth factor and 50 μg/mL bovine pituitary extract (Gibco, Life Technologies), 100 U/mL penicillin, and 100 μg/mL of streptomycin at 37°C in a 5% CO_2_ humidified incubator.

### Bacterial cell culture

Human clinical isolates of *L. crispatus* (LC, ATCC 33197) or *G. vaginalis* (GV, ATCC 14018), were obtained from the American Type Culture Collection (Manassas, VA). *G. vaginalis* was grown on Tryptic Soy Agar with 5% Sheep Blood plates (Hardy Diagnostics) and *L. crispatus* was grown on De Man, Rogosa and Sharpe agar (Fisher Scientific); both strains were grown in New York City III (NYCIII) broth. Bacteria were grown at 37°C in an anaerobic glove box (Coy Labs, Grass Lake, MI).

For each experiment the following bacterial growth protocol was followed: *L. crispatus* and *G. vaginalis* glycerol stocks were streaked on agar plates, as well as into broth tubes and grown overnight. The broth starter cultures were diluted to an optical density of 0.2 and then used to inoculate 20ml working cultures, which were grown for 20 hours (*G. vaginalis*) to 48 hours (*L. crispatus*) prior to use in experiments. Bacterial densities of the working cultures were estimated the day of the experiment based on optical density readings at 600 nm using an Epoch2 plate reader (Biotek, Winooski, VT), and the appropriate volume was centrifuged at 13,000 × *g* for 3 min. The bacterial pellets were resuspended in the appropriate cell culture media without antibiotics and added to epithelial cells at 10^7^ CFUs/well. Precise bacterial densities of the working cultures were determined by plating serial dilutions of the working cultures and counting CFUs. For all experiments, reported bacterial densities are +/− 0.5 log of the noted bacterial density (CFU/well).

### Bacterial and polyamine exposure experiments

Ecto, Endo and VK2 epithelial cells were plated at 1.5 × 10^5^ cells/well in twenty-four well plates containing KSFM without antibiotics. The next day, cells were pretreated for 4 hours with or without polyamines, putrescine (PUT, 4mM), spermidine (SPD, 400uM) or spermine (SPM, 400uM) prior to exposure to *G. vaginalis* or *L. crispatus* (10^7^ CFU/well) for an additional 24 hrs. Final polyamine concentrations were chosen based on preliminary dose response experiments in Endo cells (**Figure S1**). Cell culture media was collected for cell death assays (**Figure S2**), metabolomics analysis and Luminex and/or the cells were collected in Trizol (Invitrogen, Thermo-Fisher Scientific) for RNA extraction and RNA sequencing.

### Metabolomics data generation

Cell culture media collected from the experiments described above were sent to Metabolon, Inc. (Morrisville, NC) for global metabolomics analysis. To allow for capture of all small molecules including diverse metabolites, proteins were removed via precipitation with methanol. The resulting extracts were divided into multiple fractions: two for analysis by two separate reverse phase (RP)/UPLC-MS/MS methods with positive ion mode electrospray ionization (ESI), one for analysis by RP/UPLC-MS/MS with negative ion mode ESI, and one for analysis by HILIC/UPLC-MS/MS with negative ion mode ESI. The details of this global metabolomics platform have been described previously.^53,54^ This platform allows for the identification of a broad range of compounds with different physiochemical properties such as mass, charge, chromatographic separation, and ionization behavior. Controls included pooled sample matrix, extracted water samples (process blanks), and a cocktail of QC standards spiked into analyzed samples to protect against process variability/contamination. Raw data was extracted, peak-identified and QC processed using proprietary Metabolon developed software. Peaks were then quantified using area-under-the-curve. Compounds were identified by comparison to a Metabolon curated library of purified standards containing retention time/index (RI), mass to charge ratio (*m/z)*, and fragmentation data.^55,56^ Biochemical identifications were based on three criteria: retention index, accurate mass match to the library (+/− 10 ppm), and the MS/MS forward and reverse scores (ions) between experimental data and authentic standards. The raw metabolomics data was submitted to MetaboLights (accession #MTBLS13885) and processed metabolomics data are provided in **Table S1**.

### Metabolomics data analysis

The data from Metabolon were imported into the MetaboAnalyst platform for further analysis.^57^ Analyses for each cell type (Ecto, Endo, and VK2) were performed separately. The data were normalized by log-transformed with base 10. We used the Human Metabolome Database (HMBD) for pathway annotations.^58^ The enrichment ratio was calculated as the ratio of observed hits to expected hits. To select the top 15 pathways of interest, we transformed outputted FDR values as −log10P, sorted the list of pathways by −log10P in decreasing order, and then selected the top pathways that have at least five representative hits in our dataset.

To generate correlation plots for putrescine, spermidine, and N(1)-acetylspermidine, we uploaded data from Metabolon into the statistical analysis (one factor) tab in the MetaboAnalyst platform. We created separate analyses for each cell type (Ecto, Endo, and VK2), including all conditions (Non-treated (NT), *L. crispatus*, and *G. vaginalis*). We applied the default filtering parameters, which exclude 10% of variables based on interquartile range (IQR). The data were then normalized by log-transformed with base 10. Under univariate analysis, we selected the “Pattern search” option and specified putrescine, spermidine, and N(1)-acetylspermidine as features of interest. We performed Pearson correlation analysis to identify metabolites that correlated with these compounds. The top 25 correlated compounds were visualized as a bar plot, with the x-axis representing the correlation coefficient and the y-axis representing metabolites that positively or negatively correlated with the metabolite of interest (**Figure S3**).

### Transcriptomics data generation

After exposure to *G. vaginalis* +/− PUT, SPD, or SPM, Ecto, Endo and VK2 cells were prepared for RNA-sequencing. All samples were processed and sequenced at the Children’s Hospital of Philadelphia (CHOP) High Throughput Sequencing Core. RNA-sequencing libraries were generated according to manufacturer’s instructions for the CORALL Total RNA-Seq Library Prep kit (Lexogen GmbH). Unique Dual Indexes Primer Pair Set were incorporated for multiplexed high-throughput sequencing. The resulting RNA was assessed for size distribution, concentration and RNA integrity (RIN) using the Bioanalyzer High Sensitivity DNA Kit (Agilent Technologies) with all samples having RIN values >9. Input RNA (400 ng) was depleted of ribosomal RNA with RiboCop for Human/Mouse/Rat plus Globin. Library generation, performed according to the manufacture’s protocol (Lexogen NGS Services, Vienna, Austria), was initiated by random hybridization of Displacement Stop Primers to the RNA template. These primers contain partial Illumina-compatible P7 sequences. Reverse transcription extends each DSP to the next DSP where transcription is effectively stopped. This stop prevents spurious second strand synthesis and thus maintains excellent strand specificity and seamlessly integrates Unique Molecular Identifiers (UMIs). UDIs indexes were added during the PCR amplification step, in which complete adapter sequences required for cluster generation on Illumina instruments were also added. All nucleic acid purification steps used AMPure XP magnetic beads (Beckman Coulter).

The resulting libraries were pooled, diluted to 2 nM using 10 mM Tris-HCl, pH 8.5, denatured, and loaded onto an S2–200 (PE100) flow cell on an Illumina NovaSeq 6000 (Illumina, Inc.) according to the manufacturer’s instructions. De-multiplexed and adapter-trimmed sequencing reads were generated using Illumina bcl2fastq.

Transcript quantification from RNA-seq data was performed using Salmon and release 44 (GRCh38.p13) of the human genome. QC analyses were done with Fastqc for the raw fastq files. Several Bioconductor (v3.17) packages in R (v4.32) were used for subsequent steps. The transcriptome count data was annotated and summarized to the gene level with tximeta and further annotated with biomaRt. Normalizations and statistical analyses were done with DESeq2. The raw RNA-seq data was submitted to Gene Expression Omnibus (accession #GSE311352).

### Differential expression analysis and pathway analysis

We performed differential expression (DE) analysis using the DESeq2 R package (v1.12.3) to identify genes with significant expression changes in response to polyamine+*G. vaginalis* treatment. Pairwise comparisons were made between polyamine+*G. vaginalis* and non-treated+*G. vaginalis* conditions for each cell type (Ecto, Endo, and VK2). Genes with a log_2_ fold change (logFC) ≥ 2 and an adjusted p-value < 0.05 were considered differentially expressed.

Functional annotation of upregulated genes was performed using Metascape.^59^ We selected top pathways annotated as Gene Ontology Biological Processes (GO_BP) and transformed the outputted false discovery rate (FDR) values as −log10P. To avoid including categories supported by only a few genes, we examined the hierarchical clustering of pathways in the Metascape output and retained the top pathways from each summary category that were represented by at least five genes in our dataset. For example, if six of our upregulated genes mapped to a GO_BP term (e.g., 6 of 37 annotated genes), this pathway was included in the bar plot; however, if only two genes mapped to a term (e.g., 2 of 43), it was excluded.

### Weighted gene co-correlation (WGCNA) analysis

To obtain modules of genes with similar expression profiles across our treatment and bacterial exposure phenotypes, we performed WCGNA analysis.^60^ The input genes for WCGNA were selected by obtaining the union of differentially expressed genes derived from DE analysis and by setting a threshold of 0.5 on log_2_ foldchange and 0.00001 on the p.adj values. The soft threshold parameter was chosen to be 9 (corresponding to approximate scale-free topology) and a signed network of the genes was generated on DESeq2 normalized counts. The original 27 modules were merged into final 9 modules (including module grey). A module trait relationship heatmap was generated separately for each cell type and treatment_bacterial exposure status phenotypes. Functional enrichment analysis of the genes contained in this module was performed using the CluGO app on Cytoscape 3.10.3 version. Enrichment terms were pulled from GO, KEGG and Reactome.

### Merged network analysis

The WCGNA topological overlap matrix (TOM) was subset (subTOM) for genes contained in module darkgreen and a 90^th^ percentile threshold was implemented for selecting edges. The similarity values contained within subTOM were used as edge weights. Node attributes of intramodular connectivity and module membership (kME) measure were calculated based on normalized counts, adjacency and module eigengene values for genes contained in module darkgreen. To select the top genes correlated with treatment_*G. vaginalis* (GV) exposure, the metadata was modified by binarizing exposure_status into exposure (GV) and no exposure (noGV) and treatment_type was grouped into four levels: non-treated (NT), PUT, SPD and SPM. A model matrix design of exposure_status + treatment_type + treatment_type:exposure_status was implemented to obtain correlation values. Top 50 genes with positive kME and the highest correlation with exposure_statusGV:treatment_typePUT, exposure_statusGV:treatment_typeSPD and exposure_statusGV:treatment_typeSPM were selected and a separate network of these genes for each treatment was built using Cytoscape 3.10.3 version. Top 10 DE genes were selected based on highest average of log_2_ fold change values between the NT+GV and polyamine+GV DE lists from all three cell lines. These 10 genes were highlighted in yellow on the network and plotted on the heatmap in figure 3.

### Luminex data generation

Ecto, Endo and VK2 cells were cultured and treated with live bacteria +/− polyamines as stated above. A 41-plex cytokine/chemokine (HCYTMAG-60K-PX41) and an MMP 5-plex (HMMP2MAG-55K) human magnetic bead Luminex panel (EMD Millipore, Billerica, MA) was run by the Human Immunology Core at the University of Pennsylvania on Ecto, Endo and VK2 cell culture media after 24 hours of treatment with *L. crispatus* (n=3) or *G. vaginalis* (n=3) live bacteria. All samples were run in duplicate, per the manufacturer’s protocol on the FLEXMAP3D Luminex platform (Luminex, Austin, TX). Absolute quantification in pg/mL was obtained using a standard curve generated by a five-parameter logistic (5PL) curve fit using Xponent 4.2 software (Luminex).

### Luminex data analysis

Luminex multiplex immunoassay data were processed and analyzed in R (v4.5.0). PCA was performed using the R packages dplyr (v1.0.10), Biobase (v2.32.0), PCAtools (v2.5.13), and ggplot2 (v3.4.3). Input data consisted of count tables of observed concentrations for 46 analytes, together with sample metadata including cell type, polyamine treatment, and *G. vaginalis* exposure. Each biological replicate was measured in triplicate. Analytes with zero values across all biological and technical replicates within a given cell type were removed, yielding 36 analytes for Ecto, 35 for Endo, and 37 for VK2. PCA was conducted with a variance filter threshold of 0.5 to exclude low-variance features. The variance explained by each principal component was extracted from the PCA model. PCA scores were merged with sample metadata for visualization in the PC1–PC2 space. Data points were colored by *G. vaginalis* (GV) exposure (red = present, blue = absent) and shaped by polyamine treatment (circle = Non-Treated (NT), triangle = PUT, square = SPM, cross = SPD). Axes were annotated with the proportion of explained variance, and a fixed coordinate ratio was applied to preserve relative distances.

### Two-way analysis of variance (ANOVA) for Luminex data

Statistical analyses were performed in R using stats (v3.6.2) and dplyr (v1.0.10). Median fluorescence intensity (MFI) values were used instead of observed concentrations. To stabilize variance and approximate normality, MFIs were log10-transformed prior to analysis. The dataset comprised 46 analytes for each combination of cell type, polyamine treatment, and GV exposure, with three technical replicates per biological replicate. Categorical variables (cell type, treatment and GV exposure) were converted to factors. For each analyte within each cell type, a two-way ANOVA was fit with the model: *MFI* ~ *Treatment* *GV. This model tested main effects of Treatment and GV, as well as their interaction. Pairwise differences between treatment–GV combinations were evaluated using Tukey’s Honest Significant Difference (TukeyHSD) test applied to the interaction term (Treatment:GV). TukeyHSD results included estimated mean differences, 95% confidence intervals, and adjusted p-values, correcting for multiple comparisons. Analyses were restricted to analyte–cell type combinations with ≥2 data points. For each valid combination, results were compiled into a summary table containing CellLine, Analyte, Comparison, estimated difference (Diff), confidence intervals (LowerCI, UpperCI), and adjusted p-value (P_value) **(Table S2**). Comparisons of primary interest are shown in **Table S3**: NT+noGV vs. NT+GV, PUT+GV vs. NT+GV, SPD+GV vs. NT+GV, and SPM+GV vs. NT+GV. Analytes not significant in any of these comparisons were excluded.

### Comparison of transcriptional signatures between *in vitro* and *in vivo* studies

To assess whether transcriptional responses in our Ecto, Endo, and VK2 cells recapitulate gene signatures previously associated with either a *Lactobacillus*-dominant microbiome or preterm birth, we quantified the overlap between our *in vitro* experimentally derived genes and published *in vivo* reference sets using Fisher’s exact test. Reference gene lists were curated from transcriptomic studies, including Berard et al.^24^ and Wikström et al.^61^ Experimental gene sets consisted of genes upregulated in each of the tested conditions (NT+GV, NT+noGV, PUT+GV, PUT+noGV, SPM+GV, and SPM+noGV).

For every pairwise comparison between experimental and reference datasets, we computed a 2×2 contingency table based on the number of shared genes, genes unique to each list, and a fixed background of 20,000 protein-coding genes. Fisher’s exact test was applied to each table, and the resulting p-values were transformed to −log_10_ values to facilitate comparison across conditions. To aid interpretation, p-values were additionally converted to categorical significance labels, with one, two, or three asterisks denoting increasing levels of statistical significance. These labels were overlaid on the heatmap to highlight robust enrichments.

Heatmaps were generated using the ComplexHeatmap package in R. Row and column clustering were disabled to preserve the predefined ordering of experimental conditions and reference datasets. The resulting visualization provides a direct comparison of how strongly our *in vitro* experimental gene signature aligns with established microbiome or preterm birth associated signatures.

### Declaration of generative AI and AI-assisted technologies

During the preparation of this work, ChatGPT (versions 4o and 5) was used to aid in debugging R code. After using this tool or service, the author(s) reviewed and edited the content as needed and take(s) full responsibility for the content of the publication.

## Results

### Metabolite profiles are differentially modified by exposure to *L. crispatus* and *G. vaginalis*.

Given evidence that the vaginal microbiome can directly modulate cell metabolism, we first sought to test the hypothesis that exposure of cervicovaginal cells to either *L. crispatus* or *G. vaginalis* leads to differential metabolite profiles. We exposed Ecto, Endo, and VK2 epithelial cells to live strains of *G. vaginalis* or *L. crispatus* for 24hrs, then collected supernatants for untargeted metabolomic analysis. After quality control and normalization, we performed differential metabolite analysis for Ecto, Endo, and VK2 cells. We found that cervicovaginal epithelial cell exposure to *G. vaginalis* or *L. crispatus* generated distinct metabolic signatures as compared to each other and relative to non-treated conditions (Figure 1A). While a select few metabolites were unique to each cell type, most differentially detected metabolites were consistently increased across all three cell types in response to either *G. vaginalis* or *L. crispatus* exposure (**Figure S3A**). Metabolites that were increased in response to *G. vaginalis* exposure across all cervicovaginal cell types included polyamines (putrescine and spermidine) as well as purine and pyrimidine metabolites (guanosine, uridine, cytidine, thymidine), and metabolites involved in energy metabolism through glycolysis and gluconeogenesis (**Table S4**). In contrast, metabolites related to succinate and lactate metabolism were highly produced in *L. crispatus*-exposed cells (Figure 1A, **Table S4**).

Next, we aimed to investigate the underlying metabolic pathways that were impacted by bacterial exposure. We conducted enrichment analysis on differentially detected metabolites using the Human Metabolome Database (HMDB) (Figure 1B). We identified numerous metabolic pathways that were distinctly increased in response to *G. vaginalis* as compared to *L. crispatus* exposure. These pathways appeared to be mostly consistent across cervicovaginal cell types. Those unique to *G. vaginalis* across all epithelial cell types notably included spermidine and spermine biosynthesis, as well as sphingolipid and purine/pyrimidine metabolism pathways. In contrast, glutamate metabolism, the Warburg effect, citric acid cycle and carnitine synthesis pathways were enriched in *L. crispatus*-exposed cervicovaginal cells.

Given the distinct alterations in spermidine and spermine biosynthesis, as well as observed differences in putrescine and spermidine metabolites in response to *G. vaginalis*, we next sought to investigate the impact of *G. vaginalis* and *L. crispatus*-exposures on the polyamine biosynthesis pathway specifically (Figure 1C). Spermidine levels were substantially elevated in *G. vaginalis*-exposed cells across all cell types. Ornithine and putrescine levels showed cell type-specific responses, with increased levels observed in Endo and VK2 cells exposed to *G. vaginalis*. Correlation analysis further revealed positive correlations between guanosine, cytidine 5’-monophosphate, and putrescine in Ecto cells; ornithine, pyruvate, and putrescine in Endo cells; and ornithine, guanosine, spermidine, and N’-acetylspermidine in VK2 cells (**Figure S3**). Taken together, these results identified metabolites that were altered across each cervicovaginal cell type, where impacts on putrescine and spermidine appear to be uniquely driven by *G. vaginalis* exposure.

### Exposure to polyamines shifts the *G. vaginalis*-mediated transcriptional response of Ecto, Endo and VK2 cells.

Given the significant alterations in metabolomic profiles and the increase in polyamine biosynthesis in *G. vaginalis*, but not *L. crispatus*-exposed cells, we next sought to determine if exposure to polyamines would alter *G. vaginalis*-mediated changes in epithelial cell function. We hypothesized that epithelial cell production of polyamines may serve as a host defense mechanism against *G. vaginalis*, and that polyamine pretreatment may, therefore, attenuate microbe-induced epithelial dysfunction. To assess the global transcriptional impact of polyamines and *G. vaginalis*, we performed RNA-sequencing followed by principal component analysis (PCA) (Figure 2A). 

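RNA was sequenced from 3 immortalized human epithelial cell lines: ectocervical Ect/E6E7 (Ecto), endocervical End1/E6E7 (Endo) and vaginal VK2/E6E7 (VK2) cells.
Each line was left non-treated (NT) or was pretreated for 4 h with putrescine (PUT, 4 mM), spermidine (SPD, 400 µM) or spermine (SPM, 400 µM).
It was then exposed to live G. vaginalis (GV, 10000000 CFU per well) for 24 h or left unexposed (noGV).
Putrescine is a diamine, spermidine is putrescine with an added aminopropyl group, and spermine is spermidine with another.
SPD and SPM were given at the same dose and PUT at a higher one.
The design has 8 groups in each line with 3 libraries in each group, 24 libraries per line and 72 in all.
Neither the paper's text nor the sample labels say whether the 3 replicates were separate cultures, so the p-values measure the spread between these samples.
The assay was stranded, paired-end sequencing of ribosome-depleted total RNA, which also reads transcripts without a poly(A) tail, such as those of the replication-dependent histone genes.
The authors quantified transcripts with Salmon and summed them to genes with tximeta.
The deposited table holds estimated counts for 62266 genes, not normalized and already whole numbers.
Each gene identifier and each pair of coordinates equals that of annotation release 44 on GRCh38.
The library kit adds molecular identifiers to each fragment, and the paper's text does not say whether duplicate reads were removed.
Total counts per Ecto library were 25939821 to 42767996 in NT+noGV (median 40199124) and 29281535 to 35993210 in PUT+noGV (median 35289757). Ecto libraries held 24008930 to 38331823 in SPD+noGV (median 30742630) and 31305897 to 41038325 in SPM+noGV (median 33059608). Ecto libraries held 31798899 to 36906398 in NT+GV (median 34109216) and 27202958 to 34380556 in PUT+GV (median 31150359). Ecto libraries held 32483220 to 35291202 in SPD+GV (median 33608514) and 28281980 to 32535974 in SPM+GV (median 29717088). Endo libraries held 28482179 to 32760893 in NT+noGV (median 32136769) and 31126846 to 37519072 in PUT+noGV (median 36612540). Endo libraries held 28538874 to 38714528 in SPD+noGV (median 30305113) and 30605097 to 40962391 in SPM+noGV (median 31041241). Endo libraries held 30283452 to 35109652 in NT+GV (median 31808926) and 28738507 to 30452365 in PUT+GV (median 30249238). Endo libraries held 30841933 to 36519966 in SPD+GV (median 31935551) and 26267371 to 32302458 in SPM+GV (median 27405867). VK2 libraries held 28169807 to 35599053 in NT+noGV (median 35071501) and 24031004 to 35929409 in PUT+noGV (median 35003927). VK2 libraries held 27592911 to 41239100 in SPD+noGV (median 31286867) and 28452170 to 34343971 in SPM+noGV (median 33291033). VK2 libraries held 22579560 to 35908443 in NT+GV (median 29912525) and 29659437 to 33834033 in PUT+GV (median 32711797). VK2 libraries held 30859976 to 36109912 in SPD+GV (median 33694577) and 20152143 to 26810845 in SPM+GV (median 24948848).
From these counts, one model was fitted per cell line to all 24 of its libraries with edgeR's quasi-likelihood test after TMM normalization.
A filter on low counts kept 19459 genes in Ecto, 18741 in Endo and 18474 in VK2 cells.
Tests were two-sided, with p-values adjusted by the Benjamini-Hochberg method.
A gene is called changed at an adjusted p under 0.05 and a fold change of at least 2 in either direction. It is said to have risen or fallen at an adjusted p under 0.05. Counts of raised or lowered genes over all genes use the called threshold, and those among GV-induced genes an adjusted p under 0.05 alone.
Values per group are CPM as mean ± SD with n = 3, and SE is the standard error of a log2 fold change.
Groups of related genes were listed before the data were examined and tested against all other genes with camera at a preset correlation of 0.01, which assumes that the genes of a list vary almost independently.
Genes singled out come from a set fixed by rule beforehand (those the paper names, the largest fold changes and the smallest p-values of each list), some are given in part of the lines only, and the few from outside the set are named as such.
Choices that move the numbers most are the fold change threshold, shrinkage of the fold changes, the treatment of genes with few counts, the correlation assumed within a list and, for SPD, the choice between edgeR and DESeq2.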

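In Endo cells, all GV-exposed libraries stood on one side of PC1 and all unexposed ones on the other.
NT+GV scored 17.8 ± 2.3 (SD, n = 3) and NT+noGV -27.2 ± 0.95.
Endo cells pretreated with PUT, SPD or SPM before GV had mean scores of 25.6, 22.7 and 27.1.
In Ecto cells the SPM+GV group alone lay far out on PC1, at 58.8 ± 4.4, with NT+GV at -7.61 ± 1.3 and NT+noGV at -22.4 ± 2.4.
VK2 cells had SPM+GV at 49.8 ± 3.3, PUT+GV at 10.2 ± 0.91, NT+GV at -10.7 ± 0.74 and NT+noGV at -20.1 ± 1.2.
PC1 held 42.7% of the variance of the 500 most variable genes in Ecto, 40% in Endo and 33.9% in VK2 cells.
Exposure to GV took 97.8% of PC1 between Endo libraries (p = 2e-05), 39.2% in Ecto (p = 2e-05) and 26.4% in VK2 cells (p = 3e-05, one-sided permutation tests of 24 libraries).
With all genes past the filter its share was 94.7%, 63.3% and 40.6% in Endo, Ecto and VK2 cells.
The contrast of SPM+GV with the other 7 groups took 83.3% of PC1 in Ecto, 81.5% in VK2 and 18.9% in Endo cells.
On PC2, PUT+GV scored 24.3 ± 0.93 and PUT+noGV 8.12 ± 0.84 in Ecto cells, against 2.81 in NT+GV and -7.11 in NT+noGV.
In VK2 cells the corresponding scores were 20.8 ± 1.7 and 2.99 ± 1.1, against 5.43 and -8.2.
PUT pretreatment took 56.5% of PC2 in Ecto (p = 4e-05), 38.5% in VK2 (p = 1e-05) and 15.7% in Endo cells (p = 0.046, same permutation test).
Its share in Endo cells misses the threshold when replicate 1, 2 or 3 of every group is left out (permutation p = 0.1, 0.064 and 0.078), and with all genes past the filter it was 29.7% (permutation p = 0.0047).
In VK2 cells the share of PUT was 19.6% without replicate 3 of every group (permutation p = 0.012).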

The first principal component (PC1) separated *G. vaginalis*-exposed samples from unexposed controls, while the second principal component (PC2) distinguished samples exposed to PUT regardless of *G. vaginalis* exposure (Figure 2A). 

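In VK2 cells PC3 held 6.91% of the variance, and exposure to GV took 29.3% of it.
A larger part of PC3 in VK2 cells, 48.4%, lay between the PUT-pretreated libraries and the rest.
On PC2 of VK2 cells, exposure to GV took 39.1%.
Ecto cells had 29.5% of PC3 between GV and noGV, and there PC3 held 4.92% of the variance.
In Endo cells, GV exposure took 1.05% of PC3 and PUT pretreatment 62.3%.
These shares of PC3 are descriptive and were not tested.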

Additional analysis revealed a positive correlation between PC3 and *G. vaginalis* exposure in VK2 cells, and PC1 and *G. vaginalis* exposure in Ecto and Endo cells (**Figure S4A**). We also found that treatment with polyamines was associated with PC2 across each cell type. 

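In Endo cells, SPM+GV scored -26.4 ± 1.6 and SPM+noGV -10.9 ± 2.8 on PC2, whereas PUT+GV scored 12.4 ± 1.1 and SPD+GV 8.69 ± 3.4 (SD, n = 3 each).
SPM took 79.4% of PC2 in Endo, 41.3% in Ecto and 35.2% in VK2 cells.
Pretreatment as a whole (NT, PUT, SPD and SPM) took 74.1% in Ecto, 80.5% in Endo and 55.9% in VK2 cells.
VK2 cells pretreated with SPM and not exposed to GV stood at -15.2 ± 1.3, SPM+GV at -7.52 ± 1.1 and SPD+GV at 8.97 ± 1.8.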

Overall, these data suggest large shifts in the transcriptome in response to *G. vaginalis* treatment and that these shifts may be modified by treatment with polyamines.

To further explore the transcriptional effect of polyamines on *G. vaginalis*-mediated epithelial cell function, we performed differential expression (DE) analysis to identify DE genes (DEGs) in each polyamine+*G. vaginalis* (GV) condition compared to non-treated (NT)+GV. Additionally, we included the comparison between NT+GV and NT+noGV to determine the effects of *G. vaginalis* alone on transcriptomic signatures as a control for polyamine pretreatment. In most comparisons, there were hundreds of DEGs identified (Figure 2B **and Figure S4C**). 

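Exposure to GV alone raised CSF3, the granulocyte colony-stimulating factor, by a log2 fold change of 4.5 (SE 0.19, adjusted p = 1.6e-15) in Ecto cells.
SAA1, an acute-phase protein of innate defense, rose by 4.82 (SE 0.1, adjusted p = 8.6e-27) in Endo cells and CFB, complement factor B, by 3.42 (SE 0.15, adjusted p = 5.6e-18) in VK2 cells.
Among the genes that fell the most in Ecto cells were the interferon-stimulated RSAD2 (-2.55, SE 0.14, adjusted p = 3.5e-13) and OASL (-2.2, SE 0.08, adjusted p = 1.5e-16).
With PUT pretreatment, AQP3, a water and glycerol channel of stratified epithelium, rose by 2.73 (SE 0.14, adjusted p = 2.4e-12) in Ecto cells, and the serpin SERPINB3 fell there by 2.87 (SE 0.16, adjusted p = 1.8e-13).
The proapoptotic gene BMF rose with PUT+GV in Endo (2.13, SE 0.12, adjusted p = 4.8e-16) and VK2 cells (2.49, SE 0.13, adjusted p = 1.4e-16).
With SPM pretreatment the transcription factor EGR1 rose by 4.92 in Ecto, 4.48 in Endo and 5.49 in VK2 cells, and FOS by 5.87 in Ecto, 3.88 in Endo and 5.2 in VK2 cells (all adjusted p at most 1.1e-13).
In VK2 cells GDF15, a stress-induced cytokine of the TGF-beta family, was among the genes that fell with SPM+GV (-2.54, SE 0.21, adjusted p = 5.3e-09).
By edgeR over all genes (n = 3 per group), 1259, 1739 and 413 genes changed with GV alone in Ecto, Endo and VK2 cells.
Relative to NT+GV, 1927, 1514 and 2051 changed with PUT+GV and 2621, 1093 and 2047 with SPM+GV.
Of the genes that changed with GV alone, 651, 1180 and 297 encode proteins.

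**Figure D1:**
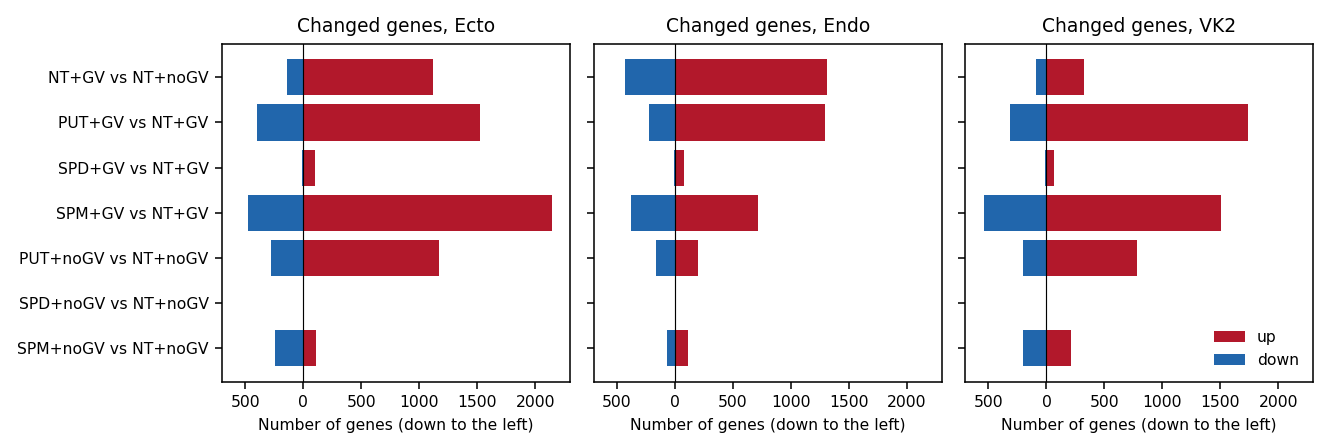
Number of genes called changed in each comparison (above 0 for higher and below 0 for lower in the first-named group), by cell line. Adjusted p under 0.05 and a fold change of at least 2, n = 3 libraries per group.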

The comparison between spermidine (SPD)+GV and NT+GV conditions, however, yielded few DEGs (9 genes for Ecto, 6 genes for Endo and 9 genes for VK2 cells). 

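SPD+GV raised HMOX1, which encodes heme oxygenase 1, an NRF2 target that breaks down heme (ENSG00000100292.18, chromosome 22 from 35380361 to 35394214 in GRCh38).
It rose relative to NT+GV by 1.71 (SE 0.1, adjusted p = 5.2e-10) in Ecto, 2.41 (SE 0.13, adjusted p = 6.9e-09) in Endo and 2.69 (SE 0.08, adjusted p = 8.1e-19) in VK2 cells, from 14.5 ± 1.57 to 93.6 ± 7.79 CPM in the last.
GCLM, a subunit of the enzyme that limits glutathione synthesis, rose by 0.29 in Ecto, 0.31 in Endo and 1.1 in VK2 cells, and NQO1, a quinone reductase, by 0.41 in Ecto, 0.55 in Endo and 0.78 in VK2 cells (all adjusted p at most 0.015).
Of the NRF2 target genes, 12 of 23 rose and 0 fell in Ecto, 10 of 23 rose and 2 fell in Endo and 17 of 23 rose and 1 fell in VK2 cells (12 and 0, 13 and 2, and 19 and 1 adjusted over the list alone).
The list test gave adjusted p = 3.3e-11, 4.6e-17 and 2.3e-65 (adjusted p = 0.00048, 0.00098 and 3.8e-09 with an estimated correlation).
FN1, the extracellular matrix protein fibronectin, fell with SPD+GV by 0.51 in Ecto, by 0.72 in Endo and by 0.33 in VK2 cells (adjusted p at most 0.0074).
Across all genes, 107 changed in Ecto (97 up and 10 down), 83 in Endo (75 up) and 80 in VK2 cells (67 up).
The count depends on the tool, as DESeq2 at the same thresholds calls 33, 9 and 47.
Without GV, SPD changed 2 genes in Ecto cells with 2884 at an unadjusted p under 0.05, 1 in Endo and 7 in VK2 cells.
These counts ranged over 1 to 19 (19 without SPD+noGV replicate 1), 1 to 3 and 1 to 6 with single libraries left out, and were 167, 16 and 23 without a filter on low counts. Few called genes do not mean that SPD had no effect without GV, as 26 of 81 list tests passed there. With an estimated correlation 3 of these passed. With SPD+GV the numbers were 37 and 7. In VK2 cells the interaction of SPD and GV for HMOX1 (1.34) was smaller than its rise with SPD+GV (2.69). A part of that rise was thus present without GV.
In Ecto cells, SPD+noGV replicate 3 lay farther from its group mean than any other library (0.38 against at most 0.306, root mean square of log2 CPM).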

Volcano plots revealed polyamine alterations of *G. vaginalis*-induced genes known to be important to the host-defense response, such as epithelial barrier maintenance and inflammation, including CXCL8, CCL20, SP100A9, MMP9 and KRT13 (**Figure S4C**).

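GV alone raised the neutrophil chemokine CXCL8 (ENSG00000169429.12, chromosome 4 from 73740519 to 73743716 in GRCh38) by 2.47 in Ecto, 4.07 in Endo and 2.43 in VK2 cells (log2, SE at most 0.16, adjusted p at most 2e-09).
PUT pretreatment lowered it again in Ecto (-0.89, SE 0.1, adjusted p = 7e-08) and Endo cells (-1.36, SE 0.06, adjusted p = 2.8e-15) and raised it in VK2 cells (0.66, SE 0.12, adjusted p = 8.3e-05).
SPM pretreatment raised CXCL8 further in each line, by 2.24 in Ecto, 0.93 in Endo and 4.11 in VK2 cells (adjusted p at most 2.4e-12), in VK2 cells from 19.1 ± 0.239 to 330 ± 40.2 CPM.
CCL20, which draws dendritic cells and Th17 cells through CCR6 (ENSG00000115009.13, chromosome 2 from 227805739 to 227817564 in GRCh38), rose by 2.83 in Ecto, 4.36 in Endo and 2.44 in VK2 cells with GV alone and by 0.66 in Ecto, 1.36 in Endo and 4.29 in VK2 cells with SPM+GV.
With PUT+GV it was -1.51 in Ecto, -1.06 in Endo and 0.62 in VK2 cells (adjusted p at most 2.9e-05 for CCL20 in each comparison).
S100A9, a subunit of the antimicrobial protein calprotectin (ENSG00000163220.11, chromosome 1 from 153357854 to 153361023 in GRCh38), rose with GV (0.99, 4.02 and 1.7 in Ecto, Endo and VK2 cells).
It was lower with PUT+GV (-0.88, -1.9 and -0.67) and with SPM+GV (-0.46, -0.58 and -0.23) in all 3 lines (adjusted p at most 0.0047).
The gelatinase MMP9 (ENSG00000100985.7, chromosome 20 from 46008908 to 46016561 in GRCh38) rose with GV by 1.62 in Ecto, 4.15 in Endo and 3.52 in VK2 cells.
It fell with PUT+GV in Endo (-1.16, SE 0.1, adjusted p = 1.3e-11) and VK2 cells (-1.16, SE 0.07, adjusted p = 6.9e-12), rose in Ecto cells (0.47, SE 0.09, adjusted p = 1e-04) and was lower with SPM+GV in all 3 lines (-0.54, -0.77 and -0.48, adjusted p at most 4.1e-05).
KRT13, a keratin of the suprabasal layers of non-cornified squamous epithelium (ENSG00000171401.15, chromosome 17 from 41500981 to 41505705 in GRCh38), was not GV-induced (Ecto -0.05, adjusted p = 0.91, Endo 0.0, adjusted p = 0.98) and fell in VK2 cells (-0.84, SE 0.18, adjusted p = 0.00076).
It rose with PUT+GV in each line (2.87, 2.21 and 1.08, adjusted p at most 5.8e-06) and with SPM+GV in Ecto cells (3.35, SE 0.24, adjusted p = 8.4e-12), and fell with SPM+GV in Endo cells (-0.5, SE 0.1, adjusted p = 0.00014), while its VK2 value was -0.46 (adjusted p = 0.062).
In one model of all 3 lines, the response of CXCL8 to PUT differed between Ecto and VK2 cells by -1.59 (SE 0.14, adjusted p = 3.4e-13).

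**Figure D2:**
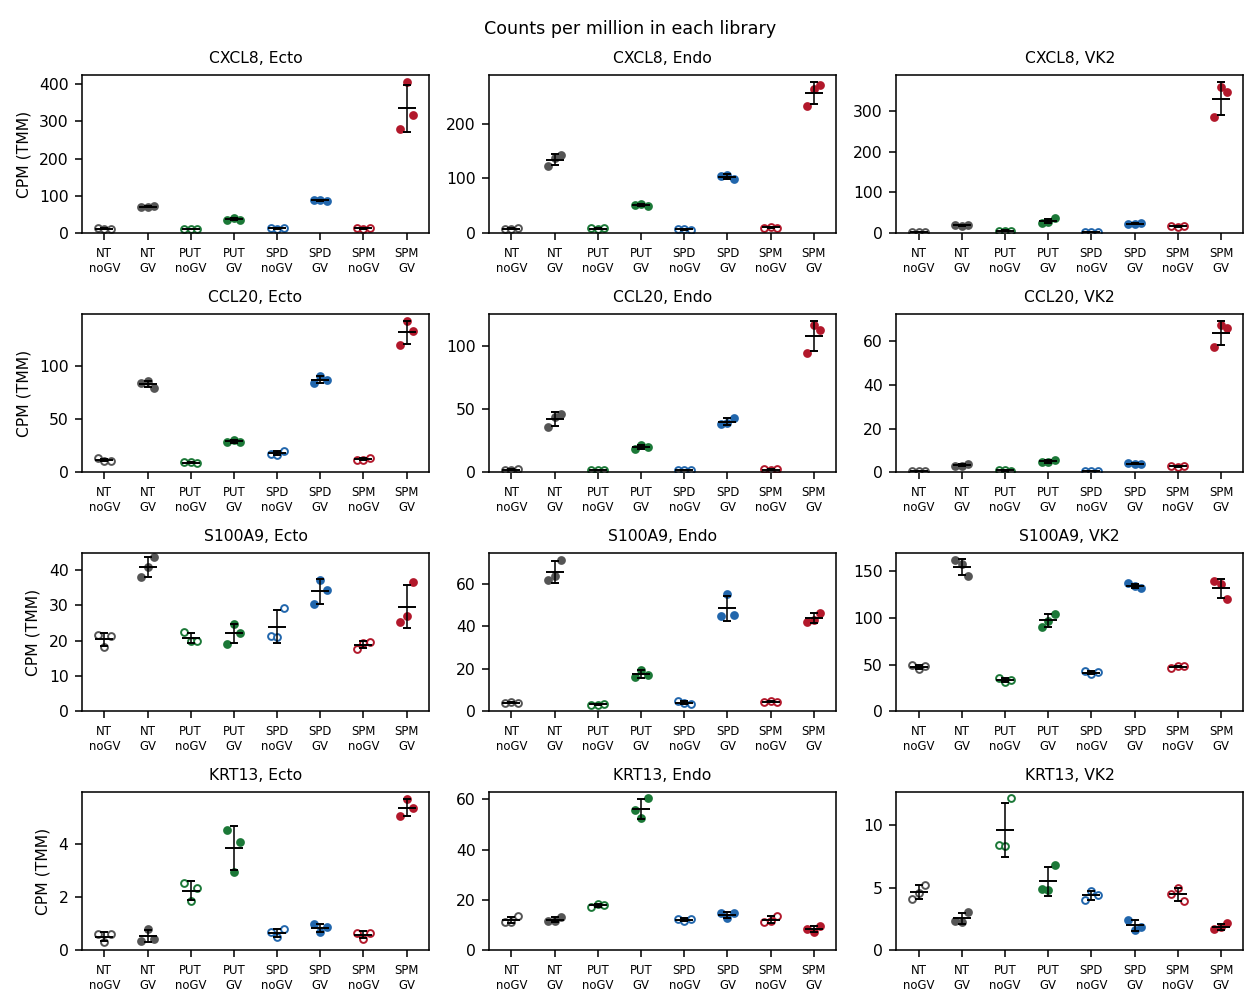
CPM of CXCL8, CCL20, S100A9 and KRT13 in each library (points, filled for GV and open for noGV) by cell line and pretreatment. Bars are mean ± SD, n = 3.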

To identify if individual polyamines (PUT, SPM, SPD) upregulated unique genes during *G. vaginalis* exposure, we next generated UpSet plots (Figure 2B) of significant DEGs for each cell type exposed to polyamine+GV compared to NT+GV. Interestingly, exposure to *G. vaginalis* alone (NT+GV vs NT+noGV) led to the highest number of DEGs in Endo cells while pretreatment with SPM (SPM+GV) resulted in the highest number of altered genes in Ecto and VK2 cells. 

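By the called threshold, GV alone raised 1308 genes and lowered 431 in Endo cells. At an adjusted p under 0.05 alone, 4818 rose and 5380 fell there.
C3, the central complement component, was among those that rose (5.75, SE 0.11, adjusted p = 6.7e-27) and NUPR1, a stress-response transcriptional regulator, among those that fell (-2.38, SE 0.09, adjusted p = 2.1e-19).
In Ecto cells SPM+GV raised 2145 genes relative to NT+GV, among them ARC, an activity-induced cytoskeletal gene (6.71, SE 0.17, adjusted p = 3.7e-18).
It lowered 476, among them SERPINB3 (-2.62, SE 0.16, adjusted p = 4.3e-13) and KRT75, a keratin of the hair follicle (-2.09, SE 0.11, adjusted p = 1.3e-14). Without the fold change threshold 5552 rose and 5345 fell in Ecto cells with SPM+GV.
In VK2 cells SPM+GV raised 1507 and lowered 540 genes, with RASD1, a dexamethasone-induced small GTPase, at 7.44 (SE 0.13, adjusted p = 4.2e-28) and TXNIP, an inhibitor of thioredoxin, at 4.99 (SE 0.16, adjusted p = 2.9e-14). At an adjusted p under 0.05 alone, 5162 rose and 5601 fell there.
PUT+GV raised 1735 and lowered 316 in VK2 cells, where PCK2, a mitochondrial enzyme and ATF4 target, had -2.08 (SE 0.09, adjusted p = 2.2e-15). Without the fold change threshold 5353 rose and 5797 fell with PUT+GV in VK2 cells.
At a log2 fold change of 2, 295, 513 and 93 genes changed with GV alone in Ecto, Endo and VK2 cells.
At that threshold 400, 197 and 470 changed with PUT+GV and 1105, 302 and 731 with SPM+GV.
SPM+GV then leads in VK2 cells, where at a log2 fold change of 1 the PUT+GV and SPM+GV totals are nearly equal.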

We also found that many genes were unique to each polyamine pretreatment in the presence of *G. vaginalis* across each cell type.

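EDN1, which encodes the vasoconstrictor endothelin 1, was among the genes raised most by PUT+GV in Endo cells (2.02, SE 0.12, adjusted p = 3.2e-15).
GADD45B, a stress sensor of the p38 and JNK pathways, was among those raised most there by SPM+GV (3.58, SE 0.07, adjusted p = 1.5e-23).
Genes raised by SPM+GV and in no other comparison numbered 1308 in Ecto, 401 in Endo and 698 in VK2 cells.
For PUT+GV these were 732, 803 and 920, and for SPD+GV 9, 14 and 4.
GV alone raised 611, 949 and 204 genes that are in none of the other sets.
PUT+GV and SPM+GV together, without the other comparisons, raised 467 genes in Ecto, 170 in Endo and 687 in VK2 cells.
These sets come from thresholds, so a gene in one set alone can also have moved by less, or with less certainty, in another comparison.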

Functional annotation of these genes was performed using Metascape (Figure 2C). This analysis revealed that *G. vaginalis* exposure upregulated epithelial cell functional pathways related to bacterial defense (antimicrobial), cytokine stimulus/production, inflammatory response, and cell motility. 

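The neutrophil chemokine CXCL1 rose with GV by 3.13 in Ecto, 4.06 in Endo and 3.09 in VK2 cells, IL6 by 2.37 in Ecto, 4.77 in Endo and 2.15 in VK2 cells and IL32, a cytokine that induces TNF, by 0.81 in Ecto, 4.85 in Endo and 4.62 in VK2 cells (log2, adjusted p at most 9.5e-05).
Of the cytokine and chemokine genes tested, 20 of 29 rose and 0 fell in Ecto, 22 of 28 rose and 2 fell in Endo and 22 of 29 rose and 3 fell in VK2 cells (20 and 0, 23 and 2, and 22 and 3 adjusted over the list alone).
Their medians were 1.34, 2.06 and 1.8 (list test adjusted p = 8.1e-41, 1.9e-38 and 3.2e-45, adjusted p = 0.00038, 6.6e-06 and 6.8e-07 with an estimated correlation).
Among antimicrobial genes, lipocalin 2 (LCN2), which withholds iron from bacteria, rose by 1.34 in Ecto, 3.46 in Endo and 1.87 in VK2 cells and S100A8, the partner of S100A9, by 1.85 in Ecto, 3.9 in Endo and 1.93 in VK2 cells (adjusted p at most 1.9e-07).
In that list 14 of 17 rose and 0 fell in Ecto, 14 of 19 rose and 0 fell in Endo and 16 of 21 rose and 0 fell in VK2 cells (15 and 0, 14 and 0, and 17 and 0 adjusted over the list alone), with adjusted p = 5.5e-23, 6.5e-39 and 2.4e-58 (adjusted p = 0.00053, 1.1e-05 and 5.2e-07 with an estimated correlation).
NF-kB feedback genes rose too, with TNFAIP3, which encodes the inhibitor A20, at 0.99, 2.45 and 1.9 and NFKBIA at 0.98, 1.08 and 0.83 (adjusted p at most 3.2e-07).
In the NF-kB list 18 of 22 rose and 0 fell in Ecto, 20 of 22 rose and 0 fell in Endo and 21 of 22 rose and 0 fell in VK2 cells (18 and 0, 20 and 0, and 21 and 0 adjusted over the list alone), with adjusted p = 3e-19, 3.6e-27 and 2.9e-36 (adjusted p = 4e-04, 2.7e-06 and 2.5e-06 with an estimated correlation).
Of the matrix metalloproteinases, their inhibitors and the plasminogen activator system, genes linked to cell motility, 14 of 21 rose and 1 fell in Ecto, 11 of 19 rose and 5 fell in Endo and 17 of 20 rose and 0 fell in VK2 cells (14 and 2, 12 and 5, and 17 and 0 adjusted over the list alone).
This list had adjusted p = 7.2e-13, 2.3e-12 and 1.9e-42 (adjusted p = 4e-04, 1.3e-05 and 1e-05 with an estimated correlation), and the collagenase MMP1 rose by 1.17, 1.78 and 0.93 and the urokinase PLAU by 0.66, 0.86 and 0.79.
IFIT1, an interferon-stimulated gene, fell by 2.29 in Ecto, by 2.55 in Endo and by 1.31 in VK2 cells (adjusted p at most 3.9e-07).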

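In Endo cells PUT+GV raised N-cadherin (CDH2, 1.27, SE 0.17, adjusted p = 1.3e-07), PCDH9 (1.52, SE 0.13, adjusted p = 1.3e-11) and PCDH1 (0.76, SE 0.04, adjusted p = 2.9e-17) relative to NT+GV.
In VK2 cells it raised CDH2 (1.77, SE 0.18, adjusted p = 8.1e-10), CDH16 (1.37, SE 0.1, adjusted p = 8.8e-13) and PCDH17 (2.54, SE 0.26, adjusted p = 4.8e-10).
These encode cadherins and protocadherins, which join neighboring cells through calcium-dependent contacts.
Of that list, 8 of 11 rose and 2 fell in Ecto, 6 of 12 rose and 1 fell in Endo and 8 of 13 rose and 3 fell in VK2 cells (8 and 2, 6 and 1, and 8 and 3 adjusted over the list alone).
The list test gave adjusted p = 0.0058 in Endo (adjusted p = 0.05 with an estimated correlation), adjusted p = 0.014 in Ecto (adjusted p = 0.14 with an estimated correlation) and adjusted p = 0.18 in VK2 cells.
The claudin gene CLDN4 rose by 1.67 in Ecto, 0.91 in Endo and 1.24 in VK2 cells, and CGN, which encodes the tight junction protein cingulin, by 0.51 in Ecto, 1.1 in Endo and 0.64 in VK2 cells (adjusted p at most 1.2e-08).
P-cadherin (CDH3) fell by 0.51 in Ecto, by 0.63 in Endo and by 0.85 in VK2 cells (log2, adjusted p at most 9.9e-11).
Over tight junctions and desmosomes as a list, 11 of 30 rose and 9 fell in Ecto, 17 of 32 rose and 8 fell in Endo and 11 of 32 rose and 16 fell in VK2 cells (11 and 9, 17 and 9, and 11 and 17 adjusted over the list alone).
Its list test gave adjusted p = 0.022 in Endo cells (adjusted p = 0.19 with an estimated correlation), adjusted p = 0.46 in Ecto and adjusted p = 0.6 in VK2 cells, where its median was below 0 and its mean above.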

Cell to cell adhesion pathways were upregulated after PUT+GV exposures in Endo and VK2 cells. 

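RNASE7, an antimicrobial ribonuclease of epithelia, rose with SPM+GV by 1.63 in Ecto, 1.1 in Endo and 1.48 in VK2 cells relative to NT+GV.
ZC3H12A, which encodes the RNase regnase-1 that degrades cytokine transcripts, rose by 1.17 in Ecto, 1.1 in Endo and 1.56 in VK2 cells (log2, adjusted p at most 2e-09 for both).
Other antimicrobial genes were lower: the protease inhibitor SLPI by -0.63, -0.41 and -0.17, and S100A8 by -0.48, -0.49 and -0.43 in Ecto, Endo and VK2 cells (adjusted p at most 0.037).
Over the antimicrobial list, 2 of 17 rose and 11 fell in Ecto, 4 of 19 rose and 6 fell in Endo and 4 of 21 rose and 9 fell in VK2 cells (3 and 11, 4 and 6, and 4 and 9 adjusted over the list alone), with list test adjusted p = 0.18, 0.91 and 0.89.
In VK2 cells the median of that list was below 0 and the direction of its test above.
NF-kB genes rose in each line, with NFKBIA at 1.63, 1.23 and 2.0, TNFAIP3 at 0.99, 1.34 and 1.88 and MAP3K8, a kinase upstream of ERK, at 2.53, 1.42 and 1.61 (adjusted p at most 1.6e-07).
In that list 14 of 22 rose and 4 fell in Ecto, 17 of 22 rose and 0 fell in Endo and 15 of 22 rose and 1 fell in VK2 cells (14 and 4, 18 and 1, and 15 and 1 adjusted over the list alone), with adjusted p = 3.2e-05, 4.8e-26 and 2.4e-11 (adjusted p = 0.1, 2.8e-06 and 0.0033 with an estimated correlation).
CXCL3, a chemokine that recruits neutrophils, rose by 1.04 in Ecto, 0.86 in Endo and 2.68 in VK2 cells, and ICAM1, which binds leukocytes, by 0.71 in Ecto, 1.18 in Endo and 1.06 in VK2 cells (adjusted p at most 1.8e-10).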

In SPM+GV exposures, all three cell types exhibited upregulation of pathways related to bacterial defense responses. 

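In Ecto cells SPM+GV raised CXCL1 by 2.36 (SE 0.1, adjusted p = 6.1e-15) and IL6 by 1.49 (SE 0.08, adjusted p = 1.9e-13) relative to NT+GV.
It lowered IL1RN, the receptor antagonist that blocks IL-1 signaling (-1.1, SE 0.08, adjusted p = 2.6e-11).
Of the cytokine and chemokine list, 19 of 29 rose and 7 fell (19 and 7 adjusted over the list alone) in Ecto cells (median 0.64, list test adjusted p = 0.00022, adjusted p = 0.25 with an estimated correlation).
Among genes of chromatin, the deacetylases SIRT1 (2.06, SE 0.09, adjusted p = 1.2e-14) and HDAC9 (1.54, SE 0.09, adjusted p = 5.7e-12), the acetyltransferase EP300 (1.23, SE 0.13, adjusted p = 1.2e-07) and the demethylase KDM6B (0.93, SE 0.06, adjusted p = 4.2e-12) rose.
As a list the chromatin enzymes moved both ways, as 22 of 53 rose and 15 fell (22 and 16 adjusted over the list alone) (adjusted p = 0.31).
Of the replication-dependent histone genes 55 of 60 rose and 0 fell (55 and 0 adjusted over the list alone), with H2BC18 at 5.64 (SE 0.19, adjusted p = 2e-16) and H1-4, a linker histone, at 1.92 (SE 0.1, adjusted p = 3.6e-14).
Of the cytokine list 18 of 28 rose and 6 fell (18 and 8 adjusted over the list alone) in Endo cells (adjusted p = 0.00057, adjusted p = 0.11 with an estimated correlation).
In VK2 cells 21 of 29 rose and 3 fell (21 and 3 adjusted over the list alone) (adjusted p = 1e-18, adjusted p = 0.00027 with an estimated correlation).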

Interestingly, Ecto cells showed upregulation of pathways related to inflammatory responses and epigenetic processes after SPM+GV exposure. 

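PUT pretreatment lowered IL1A, an alarm cytokine released by epithelial cells, by -1.19, -0.86 and -0.45 in Ecto, Endo and VK2 cells and SAA1 by -2.1, -1.59 and -1.4 (log2 against NT+GV, adjusted p at most 4e-11).
CSF2, which encodes GM-CSF, fell in Ecto (-1.22, SE 0.13, adjusted p = 4.5e-08) and Endo cells (-0.94, SE 0.09, adjusted p = 1.5e-10), and its VK2 value was 0.02 (95% CI -0.17 to 0.21).
C3 was lower in all 3 lines (-0.91, -1.47 and -0.83), as was RNASE7 (-1.14, -1.41 and -1.11, adjusted p at most 1.1e-08).
IL11, a cytokine of the IL-6 family, rose by 1.3 in Ecto, 0.57 in Endo and 1.37 in VK2 cells (adjusted p at most 3.3e-07).
Of the cytokine and chemokine list, 4 of 29 rose and 16 fell in Ecto, 5 of 28 rose and 16 fell in Endo and 7 of 29 rose and 10 fell in VK2 cells (4 and 16, 5 and 16, and 7 and 10 adjusted over the list alone).
The list test gave adjusted p = 0.0011, 0.00013 and 0.75 (with an estimated correlation, adjusted p = 0.32 in Ecto and 0.077 in Endo cells).
In the antimicrobial list 4 of 17 rose and 10 fell in Ecto, 2 of 19 rose and 10 fell in Endo and 6 of 21 rose and 10 fell in VK2 cells (4 and 10, 3 and 10, and 6 and 10 adjusted over the list alone), with adjusted p = 0.0065, 8.5e-05 and 0.5 (with an estimated correlation, adjusted p = 0.32 in Ecto and 0.09 in Endo cells).
In VK2 cells the cytokine list had a median below 0 and a mean above it.
Of the interferon-stimulated genes 9 of 29 rose and 13 fell (10 and 13 adjusted over the list alone) in Ecto cells (adjusted p = 0.88).
Of the same list 3 of 30 rose and 20 fell (3 and 20 adjusted over the list alone) in Endo cells (adjusted p = 1.7e-05, adjusted p = 0.2 with an estimated correlation).
In VK2 cells 3 of 30 rose and 22 fell (3 and 22 adjusted over the list alone) (adjusted p = 0.00062, adjusted p = 0.35 with an estimated correlation).
The paper proposes that putrescine in particular moves the cells toward a less inflammatory phenotype.

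**Figure D3:**
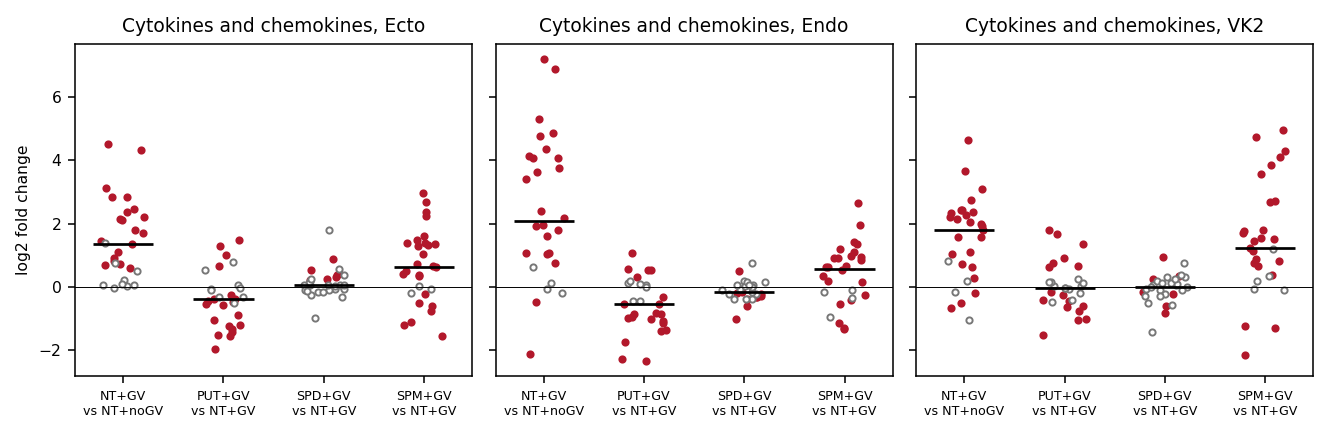
Log2 fold change of each cytokine and chemokine gene (points, filled at an adjusted p under 0.05) in GV alone and in PUT, SPD and SPM with GV relative to NT+GV, by cell line. Bars are list medians.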

Overall, these data suggest that polyamines, and specifically treatment with putrescine, may alter the epithelial response to *G. vaginalis* exposure, transcriptionally driving cells towards a less inflammatory phenotype.

Lastly, we investigated whether *G. vaginalis* alters genes directly involved in polyamine biosynthesis and if pretreatment with polyamines themselves could modify these *G. vaginalis*-induced changes. To this end, we visualized the expression of genes encoding enzymes involved in polyamine synthesis and catabolism (Figure 2D). 

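PUT+GV lowered ODC1, the enzyme that makes putrescine from ornithine, by 0.55 in Ecto, by 0.54 in Endo and by 0.52 in VK2 cells (log2 against NT+GV, adjusted p at most 2.1e-10).
Its protector AZIN1, the antizyme inhibitor, fell by 1.11 in Ecto, by 0.82 in Endo and by 0.76 in VK2 cells (adjusted p at most 2e-14).
OAZ2, an antizyme that brings ODC1 to the proteasome, rose by 0.88 in Ecto, 0.62 in Endo and 0.75 in VK2 cells (adjusted p at most 1.5e-10).
With SPM+GV, ODC1 rose by 0.44 in Ecto, 0.42 in Endo and 0.61 in VK2 cells (adjusted p at most 1.1e-08).
Spermine oxidase (SMOX) rose with PUT+GV by 1.09 in Ecto, 0.26 in Endo and 0.46 in VK2 cells (adjusted p at most 0.0018).
With SPM+GV it rose in Ecto (0.71, SE 0.12, adjusted p = 2.4e-05) and VK2 cells (0.37, SE 0.08, adjusted p = 0.00023), and its Endo value was 0.17 (adjusted p = 0.052).
The spermidine and spermine synthases SRM (-0.5, -0.45 and -0.2) and SMS (-0.33, -0.34 and -0.26) fell with PUT+GV in all 3 lines (adjusted p at most 0.00012).
ARG2, which makes ornithine from arginine, went opposite ways with PUT+GV in Ecto (0.49, SE 0.06, adjusted p = 4.8e-07) and VK2 cells (-0.36, SE 0.05, adjusted p = 2.9e-08).
This is a difference of 0.8 (SE 0.08, adjusted p = 1.8e-13) in one model of all 3 lines.
As a list the 23 genes of polyamine metabolism showed no common direction with PUT+GV (adjusted p = 0.92, 0.21 and 0.75 in Ecto, Endo and VK2).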

Our analysis revealed distinct cell type-specific responses in *G. vaginalis*-exposed epithelial cells with putrescine (PUT+GV) or spermine (SPM+GV) pretreatment. Notably, SAT1 (spermidine/spermine N(1)-acetyltransferase 1), an enzyme responsible for spermine and spermidine catabolism, was universally upregulated across all three cervicovaginal cell types in response to SPM+GV suggesting a negative feedback loop that may prevent overproduction of spermine and spermidine. 

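SAT1, the acetyltransferase that marks spermidine and spermine for export or oxidation (ENSG00000130066.17, chromosome X from 23783173 to 23786210 in GRCh38), rose with SPM+GV relative to NT+GV.
The increase was 0.97 (SE 0.06, adjusted p = 2e-12) in Ecto, 0.73 (SE 0.03, adjusted p = 6.1e-18) in Endo and 1.23 (SE 0.04, adjusted p = 2.5e-21) in VK2 cells.
In VK2 cells the group means went from 320 ± 4.11 to 751 ± 44.7 CPM (n = 3 each).
GV alone had already raised it, by 0.65 in Ecto, 0.72 in Endo and 0.55 in VK2 cells (adjusted p at most 9.6e-09).
PUT+GV raised it by 0.55 in Ecto, 0.5 in Endo and 0.54 in VK2 cells and SPD+GV by 0.36 in Ecto, 0.31 in Endo and 0.34 in VK2 cells (adjusted p at most 0.00058). Each polyamine also raised SAT1 without GV (adjusted p at most 3e-04). In Ecto, Endo and VK2 cells the values were 0.87, 0.56 and 0.8 with PUT and 0.39, 0.34 and 0.64 with SPM. With SPD they were 0.5, 0.35 and 0.45, and the Ecto call is lost with only the compared groups in the fit.
At the same dose SPM+GV stood above SPD+GV by 0.6 (95% CI 0.47 to 0.74) in Ecto, 0.42 (0.35 to 0.48) in Endo and 0.9 (0.81 to 0.99) in VK2 cells.

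**Figure D4:**
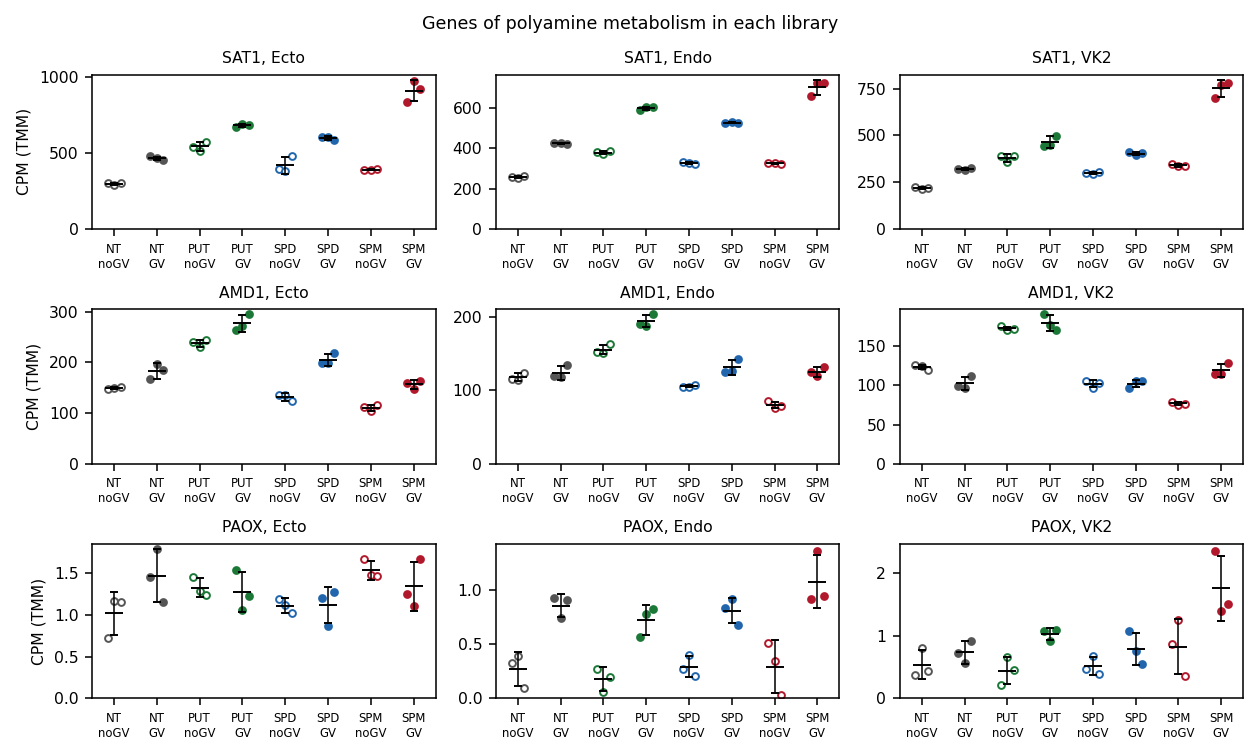
CPM of SAT1, AMD1 and PAOX in each library (points, filled for GV and open for noGV) by cell line and pretreatment. Bars are mean ± SD, n = 3.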

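PAOX, a peroxisomal oxidase of acetylated polyamines (ENSG00000148832.16, chromosome 10 from 133379261 to 133391694 in GRCh38), rose with SPM+GV in VK2 cells by 1.23 (SE 0.36, adjusted p = 0.004), from 0.734 ± 0.178 to 1.75 ± 0.52 CPM (n = 3 each).
Its values in Ecto and Endo cells were -0.13 (adjusted p = 0.62) and 0.33 (adjusted p = 0.53).
In one model of all 3 lines VK2 cells exceeded Ecto cells by 1.35 (SE 0.46, adjusted p = 0.019).
GV alone raised PAOX in Endo cells (1.65, SE 0.46, adjusted p = 0.0031).
This is a weakly expressed gene, at 1.47 ± 0.321 CPM in Ecto NT+GV.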

A similar effect was seen with an upregulation of PAOX (Peroxisomal N(1)-acetyl-spermine/spermidine oxidase), a catabolism enzyme that oxidizes N1-acetylspermine to spermine and N1-acetylspermidine to spermidine, after exposure to SPM+GV in VK2 cells. AMD1 (adenosylmethionine decarboxylase 1), an enzyme that catalyzes the biosynthesis of spermine and spermidine from putrescine, was also upregulated in all three cervicovaginal epithelial cell types after PUT+GV exposure providing evidence that putrescine increases polyamine biosynthesis. 

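AMD1, which makes the aminopropyl donor for spermidine and spermine synthesis (ENSG00000123505.19, chromosome 6 from 110874770 to 110898879 in GRCh38), rose with PUT+GV by 0.6 (SE 0.06, adjusted p = 6.2e-09) in Ecto, 0.65 (SE 0.06, adjusted p = 4.1e-10) in Endo and 0.8 (SE 0.05, adjusted p = 3.2e-14) in VK2 cells.
In VK2 cells this took AMD1 from 103 ± 8.19 to 180 ± 10.5 CPM.
PUT without GV also raised AMD1, by 0.67 in Ecto, 0.4 in Endo and 0.49 in VK2 cells (adjusted p at most 5.2e-06).
The increase was larger with GV than without it in Endo (interaction 0.25, SE 0.08, adjusted p = 0.018) and VK2 cells (0.31, SE 0.07, adjusted p = 0.0013), and the Ecto interaction was -0.07 (95% CI -0.26 to 0.11).
With SPM+GV, AMD1 was -0.22 (SE 0.06, adjusted p = 0.0033) in Ecto and 0.21 (SE 0.05, adjusted p = 0.0012) in VK2 cells.
The paper takes the AMD1 increase as evidence that putrescine increases polyamine biosynthesis, and offers a negative feedback on spermine and spermidine as a possible reading of the SAT1 increase.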

Overall, these results suggest that polyamine pretreatment may lead to positive feedback of polyamine biosynthesis that increases the protective impact of polyamines on cervicovaginal epithelial cells.

### WGCNA reveals de novo gene modules associated with polyamine exposure in the presence of *G. vaginalis*.

Since pretreatment with polyamines showed significant impacts on *G. vaginalis*-induced transcriptional pathways, we next wanted to identify de novo modules of genes that were associated with these polyamine effects. Given limitations of DEG functional annotation and the inability to determine particular genes of interest, WCGNA analysis was used as a secondary approach to examine gene modules altered by polyamines in the context of *G. vaginalis* exposure. We focused this analysis on *G. vaginalis* exposed epithelial cells that were pretreated with putrescine or spermine since so few genes were altered with spermidine pretreatment. We performed WGCNA on transcriptomic data across each treatment and cell type. 

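Module 2, with 1308 genes, held 15 of the 19 genes that the paper draws from its dark green module in Figure 3E and 3G.
These were PCDH10, ID2, CXCR4, EFNA1, RASGEF1B, TBR1, SNAI1, NEDD9, DLL1, IL16, CPEB2, PPP1R15A, PPP1R3C, JUNB and ZNF296.
The network was rebuilt from 8261 genes whose absolute log2 fold change exceeded 0.5 at an adjusted p under 0.00001 in at least one comparison, as a signed network of power 9 over all 72 libraries.
It gave 27 branches that were merged to 8 modules of 1657 to 97 genes, and 1823 genes were left outside them.
Merging stopped at the paper's number of modules, so the number itself is not a result.
The paper's list of module members was not used here, so module 2 stands in for the dark green module.
The result depends on the input: with log2 CPM in place of normalized counts none of the 19 genes fell into a module.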

We identified nine total modules (Figure 3A). Overall, hierarchical clustering of these modules was associated with cell type. The module green-yellow correlated with Endo cells, the salmon module with VK2 cells, and the dark orange module with Ecto cells regardless of polyamine or bacterial exposure conditions (Figure 3A, **Figure S5**). 

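Module 4 (1002 genes) marked VK2 cells, with a mean eigengene of 0.162 ± 0.0347 (SD, n = 24 libraries) against -0.102 ± 0.0161 in Ecto and -0.0599 ± 0.0127 in Endo cells.
Module 6 (368 genes) was highest in Endo cells (0.151 ± 0.0755) and module 3 (1194 genes) in Ecto cells (0.13 ± 0.103).
Cell line took 96.3% of the eigengene's variation in module 4, 82.5% in module 6 and 62.3% in module 3.
In module 7, which was low in Endo cells (-0.161 ± 0.00854), it took 95.3%.
Exposure to GV took 0.0585% in module 4, 0.132% in module 7 and 17.7% in module 3.
In module 2, which holds most of the paper's dark green genes, cell line took 12.2% and pretreatment 26.8%.
Each share of cell line had p = 1e-05, the smallest that 100000 permutations of the libraries can give.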

After running pathway analysis on each of these cell type modules, we found that enriched functions (**Table S5**) included typical cellular processes (metabolism of lipids and fatty acids) as well as cellular response to cytokines for Ecto cells, cell cycle regulation and chromosome organization for Endo cells and extracellular matrix organization, cellular adhesion and leukocyte migration in vaginal cells.

We next wanted to determine which modules drive the functional effects of polyamines in the setting of *G. vaginalis* exposure. To obtain co-expression signatures indicating differences in gene alterations with or without polyamine pretreatment in *G. vaginalis* exposed cells, we merged the polyamine and *G. vaginalis* exposure conditions across the cell types and performed module eigengene analysis (**Figure S5**). 

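The eigengene of module 2 rose with GV alone, from -0.0596 ± 0.0125 to -0.0407 ± 0.0298 (SD, n = 9 libraries of 3 lines each).
This is a difference of 0.0189 (two-sided permutation within lines, p = 0.0035).
By line it was 0.0389 in Ecto, 0.019 in Endo and -0.00104 in VK2 cells.
With SPM pretreatment the difference between GV and noGV was 0.294, with PUT 0.0376 and with SPD 0.0313 (each p = 0.00025 by permutation, the smallest of 8000 arrangements).
SPM+GV had the highest eigengene of all groups, 0.249 ± 0.19.
The GV effect under SPM was 0.521 in Ecto, 0.166 in Endo and 0.193 in VK2 cells.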

Through this analysis, we found that the dark green module included a group of genes that were not transcriptionally altered by *G. vaginalis* exposure alone but were changed in the presence of polyamines and *G. vaginalis*. 

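Among GV-exposed cells, module 2 was higher than in NT after SPM by 0.29, after PUT by 0.0498 and after SPD by 0.0136 (n = 9 each, each p = 0.00025 by permutation within lines). Module 2 was built from genes called in comparisons of the same libraries. It was picked for genes the paper selected for their rise with PUT+GV or SPM+GV. Its p-values for PUT and SPM are therefore not an independent test of that rise.
Without GV the module was also higher after PUT (0.0312, permutation p = 0.00025) and after SPM (0.0152, p = 0.00025), and for SPD the difference was 0.00129 (p = 0.286).
Among its genes, EGR1, an immediate early transcription factor, rose with SPM in the absence of GV by 0.82 in Ecto, 1.34 in Endo and 1.56 in VK2 cells.
Its interaction of SPM and GV was 4.11 in Ecto, 3.14 in Endo and 3.93 in VK2 cells (adjusted p at most 5.1e-11).
The RNA-binding protein gene CPEB2 rose with SPM+GV by 1.75 in Ecto, 1.96 in Endo and 1.79 in VK2 cells (adjusted p at most 9.6e-12), where SPM alone gave -0.32 in Ecto, -0.15 in Endo and 0.09 in VK2 cells.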

By using this module, we were able to focus on genes that are specifically altered by polyamines only when *G. vaginalis* is present (Figure 3B). This module was enriched for several functions related to epithelial cell differentiation, an interconnected network of NF-kB activation and signaling, and a small group of functions related to SUMOylation (Figure 3C).

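Of the NF-kB pathway genes in the network, 9 of 19 fell into module 2, where 3.01 are anticipated from its size (one-sided Fisher test, adjusted p = 0.0112 over 27 lists).
Cytokines and chemokines contributed 10 of 27 (adjusted p = 0.0411).
Replication-dependent histone genes contributed 38 of 45 (adjusted p = 9.5e-23).
Of the immediate early genes 21 of 30 were in it (adjusted p = 6.13e-10), among them FOS, JUN, KLF2 and NR4A1.
Histone genes are nearly identical in sequence, so reads can be shared among them and their number overstates independent evidence.
Of squamous differentiation genes, 2 of 22 were in the module (3.48 anticipated, adjusted p = 1.0).
Genes of SUMOylation were not tested as a list.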

To better specify the genes in this module and their functions, we next performed a merged network analysis. A co-expression network of genes in the dark green module was built by obtaining nodes and edges separately for each polyamine condition. This network was then visualized for the top 50 genes associated with PUT+GV treatment across all three cell types (Figure 3C), with the top 10 genes highlighted in yellow based on significant fold change relative to non-treated controls (NT+GV) (Figure 3D). The resulting network revealed a dense and interconnected set of genes that are altered by putrescine pretreatment in the context of *G. vaginalis* exposure. These include PCDH10, a protocadherin gene involved in cell adhesion and epithelial to mesenchymal transition (EMT), and ID2 which is involved in cell proliferation. 

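PCDH10, a protocadherin (ENSG00000138650.9, chromosome 4 from 133149294 to 133208606 in GRCh38), rose with PUT+GV relative to NT+GV by 2.6 (SE 0.21, adjusted p = 1e-10) in Ecto, 1.42 (SE 0.14, adjusted p = 2.2e-10) in Endo and 3.16 (SE 0.24, adjusted p = 4.3e-13) in VK2 cells.
With SPM+GV it rose by 4.31 in Ecto, 2.61 in Endo and 5.72 in VK2 cells (adjusted p at most 1.8e-15), in VK2 cells from 0.412 ± 0.109 to 21.4 ± 4.86 CPM.
ID2, which blocks basic helix-loop-helix transcription factors and keeps cells from differentiating (ENSG00000115738.10, chromosome 2 from 8678845 to 8684461 in GRCh38), rose with PUT+GV by 2.95 (SE 0.4, adjusted p = 1.3e-06), 0.94 (SE 0.13, adjusted p = 4e-07) and 2.49 (SE 0.25, adjusted p = 3.9e-10) in the same order.
PUT without GV also raised PCDH10, by 3.41 in Ecto, 0.99 in Endo and 1.84 in VK2 cells (adjusted p at most 0.00018). It raised ID2 by 2.545, 0.59 and 2.27 in the same order (adjusted p at most 0.0021). The rises with PUT+GV are thus not shown to depend on GV. With GV alone PCDH10 rose in Ecto (2.36, SE 0.37, adjusted p = 9e-06) and Endo cells (1.55, SE 0.18, adjusted p = 1.6e-08).
Of the other genes of Figure 3E, the transcription factor NFATC2 rose with PUT+GV by 1.51 in Ecto, 1.18 in Endo and 1.33 in VK2 cells and the ephrin ligand EFNA1 by 0.5 in Ecto, 0.42 in Endo and 0.92 in VK2 cells (adjusted p at most 7.5e-06). PUT without GV raised NFATC2 by 1.1 in Ecto, 0.9 in Endo and 1.48 in VK2 cells (adjusted p at most 0.00038).
In VK2 cells RTL1, a retrotransposon-derived gene, rose by 3.58 (SE 0.38, adjusted p = 9.7e-10).
RASGEF1B, a Ras exchange factor, rose in Ecto cells by 2.06 (SE 0.22, adjusted p = 1.1e-08), with 0.33 (adjusted p = 0.2) in VK2 cells.
The chemokine receptor gene CXCR4 had no counts in any Ecto or VK2 NT+GV library, and its log2 fold change with PUT+GV in VK2 cells was at least 2.82.

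**Figure D5:**
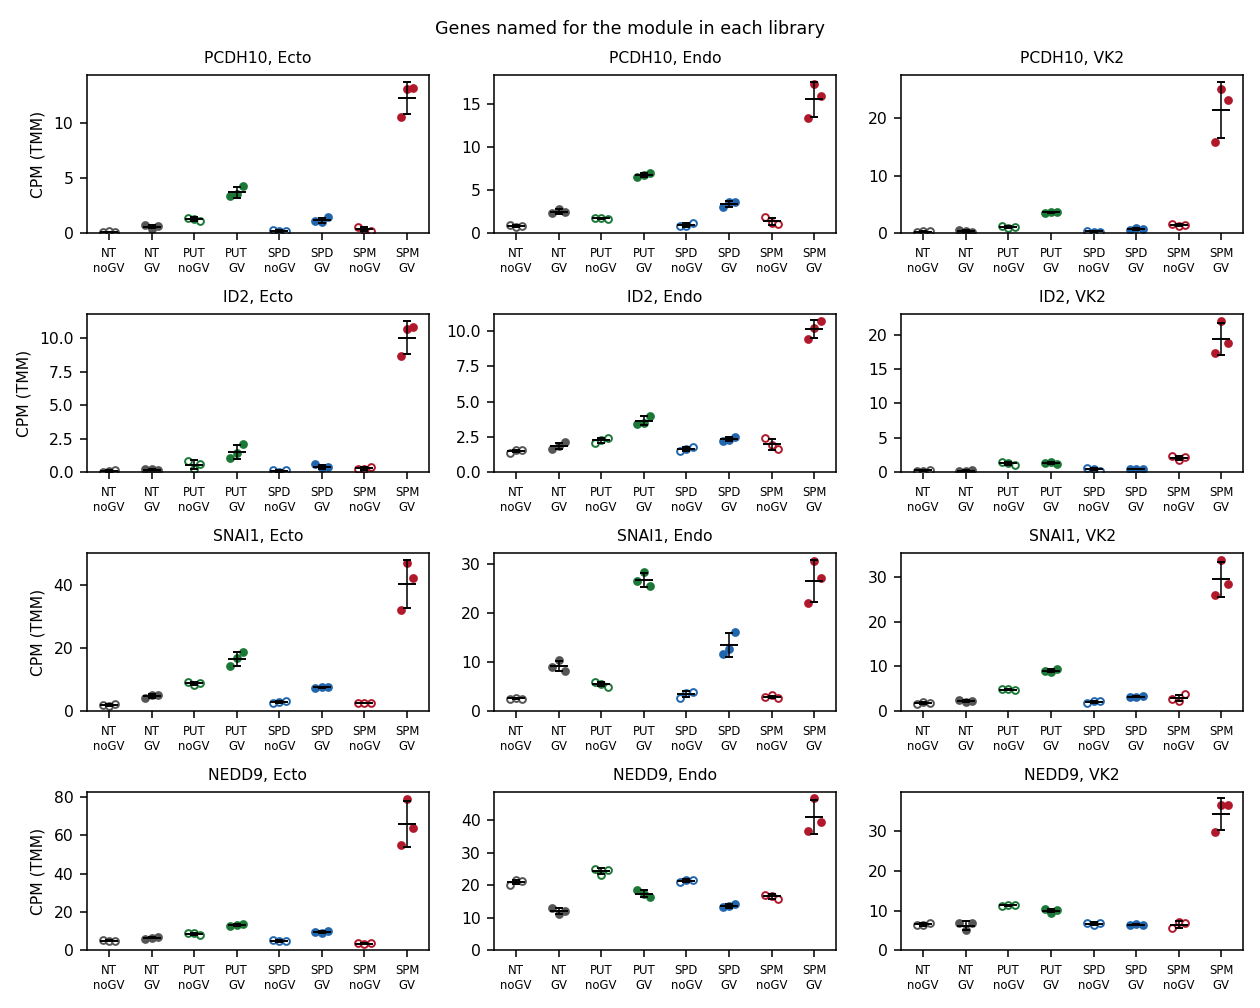
CPM of PCDH10, ID2, SNAI1 and NEDD9 in each library (points, filled for GV and open for noGV) by cell line and pretreatment. Bars are mean ± SD, n = 3.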

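SNAI1, a zinc finger repressor of E-cadherin (ENSG00000124216.4, chromosome 20 from 49982980 to 49988886 in GRCh38), rose with SPM+GV relative to NT+GV by 3.03 (SE 0.12, adjusted p = 8.5e-17) in Ecto, 1.52 (SE 0.12, adjusted p = 2.4e-09) in Endo and 3.63 (SE 0.12, adjusted p = 2.9e-22) in VK2 cells.
Group means in Ecto cells were 4.95 ± 0.597 CPM in NT+GV and 40.4 ± 7.56 in SPM+GV.
PUT+GV raised it by 1.76 in Ecto, 1.53 in Endo and 1.93 in VK2 cells (adjusted p at most 8.7e-10), and SPM+GV exceeded SPD+GV by 2.41 in Ecto, 0.98 in Endo and 3.18 in VK2 cells (adjusted p at most 8.8e-07).
The dependence on GV was tested by the interaction of SPM and GV, 2.73 in Ecto, 1.36 in Endo and 3.01 in VK2 cells (adjusted p at most 2e-04). PUT without GV raised SNAI1 by 2.06 in Ecto, 1.08 in Endo and 1.32 in VK2 cells (adjusted p at most 7.6e-05).
Connections between genes of the network were not analysed here.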

We performed a similar analysis to investigate the effect of SPM on *G. vaginalis*-mediated gene transcription and found a similar highly connected network of genes (Figure 3F) with SNAl1, a prominent EMT gene, being highly connected to multiple other genes. Many of the top 10 genes in this network also had elevated fold changes relative to non-treated controls (NT+GV) (Figure 3G). 

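NEDD9, a scaffold of focal adhesions that promotes cell migration (ENSG00000111859.17, chromosome 6 from 11183298 to 11382348 in GRCh38), rose with SPM+GV by 3.34 (SE 0.1, adjusted p = 2e-19) in Ecto, 1.75 (SE 0.07, adjusted p = 9e-19) in Endo and 2.42 (SE 0.09, adjusted p = 1.9e-20) in VK2 cells.
PPP1R15A, which encodes the phosphatase subunit GADD34 that ends the integrated stress response, rose by 2.15 in Ecto, 1.78 in Endo and 1.51 in VK2 cells.
The glycogen regulator PPP1R3C rose by 2.25 in Ecto, 1.03 in Endo and 2.26 in VK2 cells (adjusted p at most 4e-12 for both).
The AP-1 subunit JUNB rose by 2.29 in Ecto, 1.16 in Endo and 1.67 in VK2 cells, RASGEF1B by 4.02 in Ecto, 1.11 in Endo and 2.63 in VK2 cells and ZNF296, a zinc finger gene, by 1.89 in Ecto, 1.23 in Endo and 1.8 in VK2 cells (adjusted p at most 6.4e-07).
IL16, a chemoattractant cytokine, rose in Ecto (3.16, SE 0.45, adjusted p = 1.4e-06) and VK2 cells (2.07, SE 0.41, adjusted p = 5.4e-05), with 0.84 (adjusted p = 0.044) in Endo cells.
The Endo increase of IL16 is lost with DESeq2 and when single replicates are left out.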

Overall, we identified a module of genes (module dark green) that is associated with the impacts of putrescine or spermine pretreatment on *G. vaginalis* exposure, suggesting several core epithelial cell functions that may be altered including those related to epithelial barrier integrity and inflammation.

### Exposure to *G. vaginalis* in the presence of polyamines leads to attenuated inflammatory responses that vary across cell types.

Since pretreatment with polyamines altered the global transcriptome of *G. vaginalis* exposed cervicovaginal epithelial cells, including factors related to inflammation and epithelial cell differentiation, we next determined if these effects could be detected in the secreted proteome. We performed Luminex analysis on culture supernatants from Ecto, Endo and VK2 cells exposed to *G. vaginalis* with or without polyamine pretreatment. With analytes passing stringent quality control cutoffs, we performed PCA to determine if there were global shifts in our data. PC1 clearly separated *G. vaginalis*-exposed samples from non-treated controls (Figure 4A) across all three cell types, accounting for >80% of variability. We found a small separation along PC2 according to polyamine pretreatment, with some dispersion along PC2 in response to polyamines in the *G. vaginalis*-exposed conditions.

The MFI signals were visualized in a heatmap with corresponding model results indicated in Figure 4B. Notably, exposure to *G. vaginalis* (NT+GV vs NT+noGV) significantly altered cytokine concentrations, markers of an activated inflammatory response, in Ecto (nine increased, two decreased), Endo (eight increased, two decreased) and VK2 (nine increased, two decreased) cells. Putrescine pretreatment (PUT+GV vs NT+GV) significantly decreased the *G. vaginalis*-induced proinflammatory cytokines in Ecto (eight cytokines), Endo (eight cytokines) and VK2 (three cytokines) cells. Spermine pretreatment (SPM+GV vs NT+GV) also significantly reduced *G. vaginalis*-induced cytokines in Ecto (two cytokines), Endo (seven cytokines) and VK2 (four cytokines) cells. In addition to cytokines, a panel of matrix metalloproteinases (MMPs), enzymes known to cleave tight junctions and increase epithelial barrier permeability, were measured by Luminex. *G. vaginalis* (NT+GV vs NT+noGV) altered MMP concentrations in Ecto (two decreased), Endo (two increased, one decreased) and VK2 (one increased, one decreased) cells. *G. vaginalis*-induced MMPs including MMP-7 and MMP-9 were decreased with putrescine (PUT+GV vs NT+GV) and spermine (SPM+GV vs NT+GV) pretreatment in Endo and VK2 cells. While spermidine pretreatment (SPD+GV vs NT+GV) also reduced cytokine and MMP concentrations, similar to transcription results, there were few that reached significance in Ecto (one cytokine), Endo (two cytokines, one MMP) and VK2 (two cytokines, two MMPs) cells. These results provide evidence of a protective functional effect of polyamines, specifically putrescine and spermine, as they mitigate *G. vaginalis*-induced host inflammatory responses by decreasing pro-inflammatory cytokines and reducing tight junction cleavage through the mitigation of MMP secretion.

### Correlation of *in vitro* transcriptional signatures to existing human datasets.

We next investigated if our *in vitro* findings, showing that polyamines mitigate *G. vaginalis*-induced transcriptomic changes, could be validated in an *in vivo* setting. To do this, we leveraged existing transcriptomic data from clinical studies on BV and preterm birth, including Wikstrom et al. (preterm birth signature)^61^ and Berard et al. (*Lactobacillus*-dominant signature)^24^ (**Table 1**). To determine if there were significant overlaps between our gene profiles and the gene signatures reported in these clinical studies, we compared the upregulated genes in *G. vaginalis*-exposed cervicovaginal epithelial cells either alone or with putrescine or spermine pretreatment to differentially expressed genes reported in the human studies. The resulting heatmap highlights significant gene overlaps in cells exposed to *G. vaginalis* with polyamine pretreatment (PUT+GV vs NT+GV or SPM+GV vs NT+GV) with signatures of a *Lactobacillus*-dominant microbiome. (Figure 5A, **Table S6**). As expected, significant overlap in gene signatures were also found between preterm birth and *G. vaginalis* exposed vaginal cells (NT+GV vs NT+noGV). However, Ecto and Endo cells exposed to *G. vaginalis*, while still showing an increased trend for overlapping genes with the preterm birth cohort, did not reach statistical significance. Interestingly, in the presence of polyamines (PUT+GV vs NT+GV or SPM+GV vs NT+GV), the overlap of genes with preterm birth is decreased in all three cell types. Taken together, these findings suggest that polyamines, and specifically putrescine and spermine, may shift epithelial transcriptomic responses towards those that are more like a *Lactobacillus*-dominant vaginal microbiome or less like those seen in a preterm birth.

## Discussion

This study shows microbe-specific alterations in global metabolite production by bacteria-exposed cervicovaginal epithelial cells. Metabolite profiles suggest that *G. vaginalis* promotes polyamine biosynthesis. Vaginal polyamines alter *G. vaginalis*-mediated epithelial cell transcription, signifying functional changes in host immune responses, epithelial cell differentiation, and epigenetic processes. Transcriptomic changes in enzymes responsible for polyamine synthesis and catabolism support our metabolomic findings and reveal a potential mechanism by which *G. vaginalis* drives alterations in polyamine biogenesis in the cervicovaginal epithelium. Additionally, polyamines constrain *G. vaginalis*-induced secretion of proinflammatory cytokines and matrix metalloproteinases, suggesting that vaginal polyamines can regulate epithelial immune responses to vaginal microbes. These results highlight the complexity of the cervicovaginal ecosystem, in which interactions between the microbiome and microbial/host-derived metabolites play critical roles in regulating epithelial cell function and host immune responses.

Elucidating host-microbe interactions in the cervicovaginal space are critical to identifying the molecular mechanisms linking epithelial dysfunction to adverse reproductive outcomes. In this study, exposure of cervicovaginal epithelial cells to microbes representing either a *Lactobacillus*-dominant (*L. crispatus*) or a *Lactobacillus*-deplete (*G. vaginalis*) microbiome revealed strain-specific alterations of the metabolome. Unsurprisingly, in cervicovaginal epithelial cells exposed to *L. crispatus*, a microbe associated with vaginal health, we detected increased secretion of lactic acid derived metabolites, including imidazole lactate, phenylactate and indolelactate. These lactate derivatives contribute to the vaginal acidic pH associated with the protective properties of a *Lactobacillus*-dominant microbiome.^10,62^ Interestingly, the Warburg effect, used to describe the increase of lactate production in cancer cells,^63^ was identified as an increased pathway in *L. crispatus* exposed cells in our metabolomic results. Succinate was also consistently induced by *L. crispatus* exposure in all three cervicovaginal cell types. Despite succinate being previously associated with BV and proinflammatory or immunomodulatory effects,^64–66^ our study and others have shown that *L. crispatus*-dominate microbiomes also produce characteristically high succinate levels.^67,68^ In an animal model, succinate has also been reported to have protective effects in the intestine, including expression of tight junction proteins (claudin and occludins) that tighten the epithelial barrier and protect against ischemia reperfusion injury.^69^ The contradictory results of these studies add to the complexity of elucidating metabolite contributions to epithelial cell function without investigation into other parts of the cervicovaginal ecosystem including host-defense mechanisms.

Oppositely, cervicovaginal cells exposed to *G. vaginalis*, a microbe predominately associated with BV and adverse obstetrical outcomes,^4,15–17,19^ altered the production of multiple metabolites belonging to the polyamine biosynthesis pathway. Altered polyamine metabolites included an increase in putrescine, spermidine, N-acetylglutamate (the first step in arginine biosynthesis and catalyst for polyamine biosynthesis), and decreased 5- methylthioadenosine (MTA), a breakdown product of the conversion of putrescine to spermidine and spermidine to spermine. Putrescine is often found in high concentrations in vaginal fluid, is associated with malodor in clinical cases of BV characterized by a *Lactobacillus*-deplete microbiome and is believed to be a clinical biomarker for BV diagnosis.^64,70^ However, the contribution of *G. vaginalis* to these findings has been unclear, as several studies investigating the vaginal metabolome in non-pregnant women with BV have not been able to find direct evidence linking *G. vaginalis* to increased putrescine production and instead have found associations with other BV-associated bacteria.^45,71^ The discrepancy between these previous studies and our observation of increased putrescine after *G. vaginalis* exposure may be due to the strain of *G. vaginalis* that was studied. As recent studies have identified many different *G. vaginalis* clades with strain-specific virulence factors,^72–74^ the metabolites produced might differ significantly, making characterization of *G. vaginalis* as a singular bacteria more complex. Interestingly, we also saw an induction of spermidine in all three cervicovaginal epithelial cell types, which has not been previously associated with *G. vaginalis*. However, as spermine and spermidine often originate from eukaryotic cells,^75,76^ it is more likely that increased spermidine production is a cervicovaginal epithelial cell defense response to protect against the effects of *G. vaginalis*. Whether this specific strain of *G. vaginalis* has the enzymes necessary to produce spermine is unknown. These results also suggest that metabolic regulation of host-defense could play a key role in protection of the cervicovaginal epithelial barrier during *G. vaginalis* colonization.

The metabolomics results from this study suggest a role for *G. vaginalis* in regulating polyamine biosynthesis which consequently could have functional effects on cervicovaginal epithelial cells. Follow up transcriptomics revealed significant functional alterations in all three cervicovaginal cell types with polyamine treatment prior to *G. vaginalis* exposure. As has been shown previously,^33^ *G. vaginalis* significantly altered transcription of genes and functional pathways related to host-defense, innate immune response, apoptosis and cellular adhesion when compared to non-treated cells. These effects of *G. vaginalis* on cervicovaginal epithelial cell function have been shown previously by our group and others.^20,29–31,77^ 

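KLF4, a transcription factor of squamous differentiation, responded more to SPM with GV than without, by 3.2 (SE 0.1, adjusted p = 5.1e-18) in Ecto, 1.21 (SE 0.08, adjusted p = 5.8e-12) in Endo and 1.04 (SE 0.09, adjusted p = 2.5e-09) in VK2 cells (interaction, log2).
The interaction of SPM and GV was also positive for JUN (3.16, 2.01 and 2.87), for PPP1R15A (2.46, 2.05 and 1.82) and for the cytokine gene IL1A (1.17, 0.7 and 1.3, adjusted p at most 2.5e-10).
For PUT, the interaction was negative for SERPINB2, an inhibitor of plasminogen activators (-1.09, -1.32 and -0.92, adjusted p at most 1.6e-06).
In Ecto cells it was positive for the secreted glycoprotein STC2 (1.54, SE 0.08, adjusted p = 2.6e-12).
HMOX1 in VK2 cells was among the genes with an interaction of SPD and GV (1.34, SE 0.12, adjusted p = 4.9e-07).
Interactions called over all genes numbered 1731, 575 and 1071 for SPM in Ecto, Endo and VK2 cells, 600, 658 and 346 for PUT and 29, 19 and 3 for SPD.
The SPD counts ranged over 10 to 46, 10 to 33 and 1 to 4 with single libraries left out, and were 220, 44 and 27 without a filter on low counts and 46, 38 and 8 with replicate number as a block.
DESeq2 gave 417 and 194 interactions of PUT in Endo and VK2 cells, and 28, 3 and 1 of SPD in Ecto, Endo and VK2 cells.
Without GV, SPM changed 359, 181 and 417 genes and PUT 1447, 361 and 987 relative to NT+noGV. The Endo count for SPM was 72 with DESeq2 and 91 with only the compared groups in the fit.
Of the genes changed by PUT+GV, 1105 of 1927 in Ecto, 380 of 1514 in Endo and 1138 of 2051 in VK2 cells moved the same way at an adjusted p under 0.05 without GV.
For SPM+GV these were 381 of 2621, 172 of 1093 and 643 of 2047.
The paper concludes that the polyamine-induced alterations depend on the cervicovaginal microbiome.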

More interestingly, pretreatment with polyamines, especially putrescine and spermine, prior to *G. vaginalis* exposure resulted in significant transcriptional shifts not seen with polyamine treatment alone, indicating that polyamine-induced alterations in epithelial cell function are dependent upon the cervicovaginal microbiome. As there was very little overlap in altered genes between polyamine exposures, the transcription changes were largely polyamine specific, providing evidence of a regulated effect on *G. vaginalis*-induced cellular function. 

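SPM and SPD, given at the same dose, differ by one aminopropyl group.
HMOX1 differed by -0.02 (95% CI -0.22 to 0.18) in Ecto, -0.16 (-0.41 to 0.09) in Endo and 0.84 (0.71 to 0.97) in VK2 cells between SPM+GV and SPD+GV.
For the immediate early gene JUN, SPM+GV exceeded SPD+GV by 3.59 in Ecto, 2.29 in Endo and 3.66 in VK2 cells, and for HES1, a Notch target, by 3.38 in Ecto, 1.94 in Endo and 2.61 in VK2 cells (adjusted p at most 1.3e-15).
S100A9 did not separate them, with -0.2 (95% CI -0.47 to 0.08) in Ecto, -0.15 (-0.31 to 0.01) in Endo and -0.02 (-0.14 to 0.09) in VK2 cells.
In all, 2538, 1270 and 1620 genes differed between SPM+GV and SPD+GV.
PUT+GV and SPM+GV raised 764 genes in common in VK2 cells, 50.7% of the smaller set, against 142 for independent sets.
In Ecto cells they shared 593 (38.8%) and in Endo cells 233 (32.5%).
Genes lowered by both numbered 37, 34 and 117.
SPD+GV shared 74 of its 97 raised genes with PUT+GV in Ecto, 57 of 75 in Endo and 60 of 67 in VK2 cells.
All these comparisons use the same NT+GV libraries, which alone makes their fold changes correlate.
Over all genes Pearson's r between PUT+GV and SPD+GV was 0.532, 0.559 and 0.55 in Ecto, Endo and VK2 cells, against 0.498, 0.507 and 0.529 in simulated data with that sharing and no effect, and between PUT+GV and SPM+GV 0.403, 0.309 and 0.578, against 0.49, 0.486 and 0.502.
The covariance of log2 fold changes was 0.215, 0.177 and 0.223 for PUT+GV with SPD+GV, against 0.0835, 0.088 and 0.0977 simulated, and 0.362, 0.155 and 0.486 for PUT+GV with SPM+GV, against 0.0836, 0.0856 and 0.0966.
The paper concludes that the transcriptional changes were largely specific to each polyamine.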

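SERPINB2, one of the genes raised most by GV, fell with PUT+GV by -1.08, -0.67 and -1.05 in Ecto, Endo and VK2 cells (adjusted p at most 2.3e-10).
With SPM+GV, a comparison added after its values were seen, it fell in Ecto (-0.44, SE 0.08, adjusted p = 0.00011) and rose in VK2 cells (0.41, SE 0.06, adjusted p = 3.6e-06).
The stromelysin MMP3 was lower with SPM+GV in Ecto (-0.62, SE 0.11, adjusted p = 3.2e-05) and Endo cells (-1.6, SE 0.17, adjusted p = 3.7e-09), and its VK2 value was 0.02 (95% CI -0.27 to 0.30).
Of the list of metalloproteinases, their inhibitors and the plasminogen activator system, 4 of 21 rose and 12 fell in Ecto, 2 of 19 rose and 12 fell in Endo and 5 of 20 rose and 10 fell in VK2 cells with SPM+GV (6 and 12, 2 and 12, and 5 and 10 adjusted over the list alone).
Tested as a list they had adjusted p = 0.03, 2.8e-05 and 0.087 (adjusted p = 0.25 in Ecto and 0.0034 in Endo with an estimated correlation).
With PUT+GV 9, 3 and 6 of them rose and 5, 12 and 11 fell (9 and 5, 5 and 12, and 6 and 11 adjusted over the list alone), with adjusted p = 0.88, 0.0019 and 0.04 (adjusted p = 0.048 in Endo and 0.45 in VK2 with an estimated correlation).
CXCL2 fell with PUT+GV in Ecto (-1.54, SE 0.09, adjusted p = 8.2e-13) and Endo cells (-1.02, SE 0.05, adjusted p = 1.2e-16), and its VK2 value was 0.02 (95% CI -0.18 to 0.23).
CSF1, a growth factor of macrophages, rose with SPM+GV by 1.32 in Ecto, 1.95 in Endo and 2.7 in VK2 cells, and IL6 in Endo and VK2 cells by 1.4 and 4.95 (adjusted p at most 7.2e-08).
Of the genes that GV induced, PUT lowered 148 of 1119 and raised 410 in Ecto.
It lowered 180 of 1308 and raised 469 in Endo, and lowered 75 of 322 and raised 117 in VK2 cells.
SPM lowered 196, 321 and 79 of them and raised 423, 233 and 112.
PUT thus lowered 13.2%, 13.8% and 23.3% of the induced genes, against 24.9%, 28.2% and 31.4% of all genes tested, and SPM 17.5%, 24.5% and 24.5%, against 27.5%, 21.1% and 30.3%.
A gene chosen as high in NT+GV tends to look lower in any group compared with it. In simulated data with no polyamine effect at most 1 induced gene was lower with PUT+GV or SPM+GV in each line (20 simulations). Without an effect hardly any gene passes, so this count cannot tell how far that tendency reaches in the real data. The induced genes were also chosen in the other 2 lines, and such genes need not be induced in the line tested. For VK2 cells they number 375, more than the 322 that GV induced there. Their shares therefore do not tell how the polyamines act on the GV response of that line alone.
PUT then lowered 69 of 174 and raised 60 in Ecto, lowered 45 of 121 and raised 36 in Endo, and lowered 34 of 375 and raised 247 in VK2 cells.
SPM lowered 63, 39 and 37 of these and raised 57, 43 and 223.
As shares of these genes, PUT lowered 39.7%, 37.2% and 9.07% and SPM 36.2%, 32.2% and 9.87%. In Ecto and Endo cells these lie above the lowered shares of all genes tested and of genes induced in the same line. In VK2 cells they lie below both. Of all genes tested, PUT raised 31.5%, 27.9% and 29% and SPM 28.5%, 21.9% and 27.9%. The genes chosen in the other lines were raised more often than that in each line.
The paper proposes that both polyamines can reduce the host-defense response that GV sets off.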

Surprisingly, both putrescine and spermine mitigated the *G. vaginalis*-mediated transcription of genes related to an inflammatory response, cytokine production and bacterial defense, suggesting that both polyamines can reduce the epithelial host-defense response initiated by exposure to *G. vaginalis*. This was further evidenced by the reduction in *G. vaginalis*-induced proinflammatory cytokines, chemokines and matrix metalloproteinases (e.g., IL-8, GM-CSF, IL-1α, and MMP9 among others) by putrescine and spermine. While these results indicate that putrescine and spermine both mitigate cervicovaginal inflammation, it is plausible that putrescine produced predominately by anaerobes such as *G. vaginalis* during BV infection, allows *G. vaginalis* to evade the host immune response by attenuating cytokine production. Conversely, spermine, largely produced by eukaryotic cells, acts as a part of the host defense response to protect the cervicovaginal epithelial barrier from the negative effects of *G. vaginalis* colonization. This highlights the complexity of the metabolome when metabolites from the same biosynthesis pathway exert similar molecular effects but drive opposing physiological endpoints.

Also of particular interest, spermine pretreatment prior to *G. vaginalis* exposure activated gene pathways associated with epigenetic processes across the three cervicovaginal epithelial cell types. 

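H2BC6, one of the genes of histone H2B, rose with SPM+GV relative to NT+GV by 4.2 (SE 0.1, adjusted p = 2.7e-21) in Ecto, 2.56 (SE 0.12, adjusted p = 3.6e-17) in Endo and 4.39 (SE 0.2, adjusted p = 1.2e-18) in VK2 cells.
Replication-dependent histone genes as a list had medians of 2.29, 0.72 and 2.98.
Of them 30 of 55 rose and 4 fell (32 and 4 adjusted over the list alone) in Endo and 46 of 52 rose and 0 fell (46 and 0 adjusted over the list alone) in VK2 cells.
The list test gave adjusted p = 6e-46, 3.7e-06 and 1e-28 in Ecto, Endo and VK2 cells (adjusted p = 0.0063, 0.032 and 0.00017 with an estimated correlation).
The copies are nearly identical and may share reads, so the list's genes are not separate measurements.
Summed over all of them, CPM went from 1068 ± 37.1 to 3015 ± 360 in Ecto, from 1063 ± 39 to 1223 ± 60.3 in Endo and from 449 ± 7.45 to 1037 ± 59.7 in VK2 cells (SD, n = 3).
With PUT+GV 20 of 60 rose and 5 fell (20 and 5 adjusted over the list alone) in Ecto cells (adjusted p = 0.17).
Their medians with PUT+GV were 0.30, 1.29 and 1.84 in Ecto, Endo and VK2 cells, in Endo cells above that with SPM+GV, and the summed CPM was 1349 ± 21.7, 1891 ± 37.6 and 844 ± 38.2 (SD, n = 3).
With SPD+GV the medians were 0.43, 0.31 and 0.17, and 19 of 60, 12 of 55 and 5 of 52 rose and 0, 0 and 1 fell (29 and 0, 16 and 0, and 5 and 0 adjusted over the list alone), with adjusted p = 6.5e-11, 6.8e-07 and 0.014 (adjusted p = 0.19, 0.024 and 0.32 with an estimated correlation).
PUT+GV had 45 of 55 that rose and 0 that fell (46 and 0 adjusted over the list alone) in Endo and 43 of 52 and 0 (43 and 0 adjusted over the list alone) in VK2 cells (adjusted p = 1.3e-17 and 3.3e-13, adjusted p = 0.00099 and 0.0093 with an estimated correlation).
SIRT1, a deacetylase of histones and NF-kB, rose with SPM+GV in Endo (1.66, SE 0.06, adjusted p = 3e-18) and VK2 cells (1.82, SE 0.06, adjusted p = 3.8e-21).
Of the chromatin enzymes, 20 of 53 rose and 15 fell (23 and 17 adjusted over the list alone) in Endo cells (adjusted p = 0.0078, adjusted p = 0.12 with an estimated correlation).
In VK2 cells 26 of 53 rose and 12 fell (26 and 13 adjusted over the list alone) (adjusted p = 0.019, adjusted p = 0.28 with an estimated correlation).
Counts of 404 olfactory receptor genes, which epithelial cells hardly transcribe, were 202 ± 17 in NT+GV, 279 ± 5.03 in PUT+GV and 430 ± 44.6 in SPM+GV at equal depth in Ecto cells.
They were 183 ± 11, 259 ± 21 and 187 ± 15.9 in Endo and 52.7 ± 7.37, 89 ± 8.54 and 109 ± 6.35 in VK2 cells (SD, n = 3).
The paper states that spermine activated pathways of epigenetic processes in all 3 cell types and proposes that spermine bound to DNA stabilizes the epigenome.

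**Figure D6:**
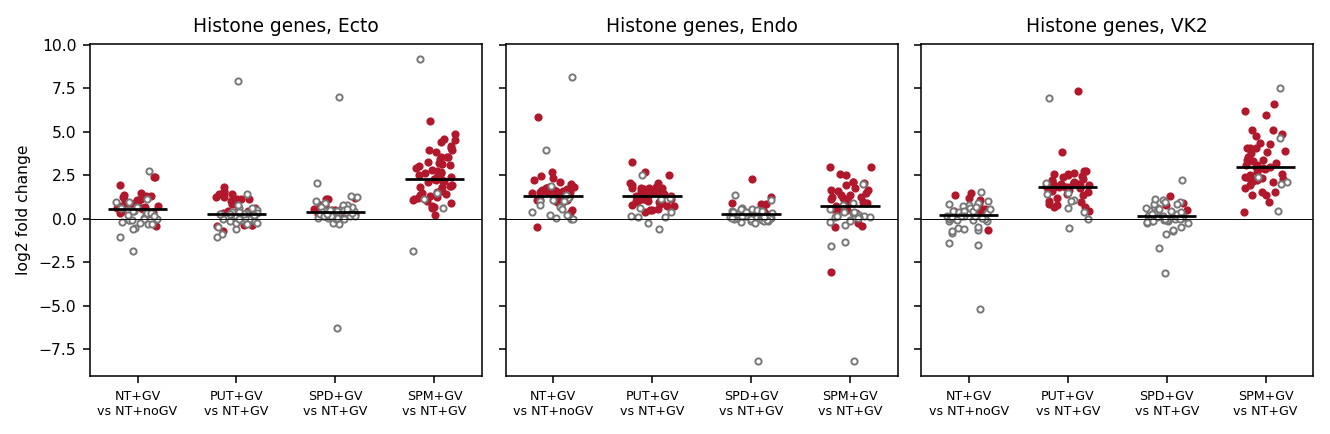
Log2 fold change of each replication-dependent histone gene (points, filled at an adjusted p under 0.05) in GV alone and in PUT, SPD and SPM with GV relative to NT+GV, by cell line. Bars are list medians.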

In eukaryotic cells, polyamines are known to predominantly bind RNA and DNA due to their net positive charge at a physiological pH and stabilize RNA and DNA structure.^75,78^ It is therefore feasible that a *Lactobacillus*-deplete microbiome, with a less acidic pH, could result in epithelial cell host-derived increases in spermine that binds to DNA structures resulting in epigenomic stabilization. Interestingly, *L. crispatus* has been shown to use similar epigenetic mechanisms to decrease chromatin accessibility as a possible mechanism to protect against epigenomic damage by microbial pathogens and to suppress the immune sytem.^33,79,80^ While our understanding of epigenetic regulation by vaginal bacteria is in its early stages, studies have shown that bacterial production of lactate can increase histone lactylation in macrophages promoting cellular homeostasis.^81^ *L. crispatus* has been shown to decrease *Chlamydia trachomatis* infection in cervicovaginal epithelial cells by decreasing histone deacetylase HDAC4 and increasing histone acetylase (HAT) EP300 through the production of D(−) lactic acid.^79,82^ Histone acetylation alters DNA-histone binding and allows the transcription of genes leading to changes in epithelial cell function including cell proliferation which was a focus of these studies.^79,82,83^ Future studies elucidating the role of lactate metabolites in the regulation of epigenetic modifications in cervicovaginal epithelial cells would be critical to the development of lactate-focused therapies to prevent adverse gynecological and reproductive adverse outcomes.

Further investigation into de novo gene modules showing large differences in gene expression between *G. vaginalis* exposure with or without polyamine pretreatment identified interconnected gene networks regulating epithelial function. When cells were pretreated with putrescine prior to *G. vaginalis* exposure, genes known to increase cell proliferation (ID2, ACTBL2)^84^, decrease epithelial-mesenchymal transition (PCDH10, ID2)^85,86^ and reduce cellular adhesion (PCDH10)^87^ were activated. These results suggest that putrescine may prevent EMT-mediated epithelial cell shedding described as a defense response against microbial pathogen colonization. 

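ACTBL2, a beta-actin-like gene, rose with PUT+GV in Endo (1.03, SE 0.22, adjusted p = 0.00019) and VK2 cells (2.34, SE 0.27, adjusted p = 6.2e-09), and its Ecto value was 0.52 (adjusted p = 0.091).
ID2 rose with SPM+GV by 5.64 in Ecto, 2.41 in Endo and 6.28 in VK2 cells (log2 against NT+GV, adjusted p at most 4.8e-12).
Of the genes of proliferation, cyclin E2 (CCNE2) rose with PUT+GV by 0.82 in Ecto, 0.87 in Endo and 1.84 in VK2 cells and the transcription factor E2F1 by 0.86 in Ecto, 0.75 in Endo and 0.77 in VK2 cells (adjusted p at most 6.1e-09).
The mitotic kinase AURKA rose in Ecto (0.71, SE 0.05, adjusted p = 8.2e-12) and VK2 cells (0.54, SE 0.05, adjusted p = 2.4e-10) and fell in Endo cells (-0.14, SE 0.04, adjusted p = 0.0023).
Of the S and G2/M phase genes, 20 of 29 rose and 2 fell in Ecto, 14 of 29 rose and 13 fell in Endo and 16 of 29 rose and 4 fell in VK2 cells (20 and 4, 14 and 13, and 16 and 4 adjusted over the list alone).
The list test gave adjusted p = 0.0065, 0.39 and 0.0048 (with an estimated correlation, adjusted p = 0.22 in Ecto and 0.49 in VK2 cells).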

During Group B Streptococcus (GBS) infection, epithelial cell sloughing resulting from EMT, is increased as part of the host defense process to prevent pathogenic bacteria from gaining access to the epithelial cell barrier.^88^ Additionally, *G. vaginalis* has been shown to cleave epithelial cell tight junctions as a mechanism to break down the cervicovaginal barrier.^21,30,89^ These transcriptional changes suggest that putrescine may function as a *G. vaginalis* effector molecule, promoting bacterial colonization and compromising integrity of the epithelial barrier. On the other hand, cervicovaginal cell exposure to spermine prior to *G. vaginalis* resulted in a unique set of altered genes that targeted many of the same functions as those altered by putrescine but with differential biological outcomes. Spermine upregulated genes that promote epithelial-mesenchymal transition (SNAI1, NEDD9),^90,91^ cell proliferation and migration (NEDD9)^91^ possibly in an attempt to increase epithelial cell shedding to prevent colonization of bacteria at epithelial barriers. Additionally, spermine increased genes with very specialized functions such as DLL1, which regulates epithelial cell fate during stem cell differentiation and has been shown to cause regeneration of mucus-producing epithelial goblet cells.^92^ 

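Beside SNAI1 and NEDD9, the EMT transcription factor SNAI2 rose with SPM+GV by 0.6 in Ecto, 0.48 in Endo and 0.3 in VK2 cells (adjusted p at most 0.0016).
TGFBI, a matrix protein induced by TGF-beta, fell by 0.7 in Ecto, by 0.44 in Endo and by 0.3 in VK2 cells and the fibronectin receptor subunit ITGA5 by 0.79 in Ecto, by 0.24 in Endo and by 0.64 in VK2 cells (adjusted p at most 2.2e-06).
E-cadherin (CDH1), which EMT lowers, fell by 0.47 in Ecto, by 0.29 in Endo and by 0.57 in VK2 cells (log2, adjusted p at most 3.2e-07).
Over the EMT list, 12 of 19 rose and 5 fell in Ecto, 7 of 20 rose and 6 fell in Endo and 10 of 21 rose and 9 fell in VK2 cells (13 and 5, 8 and 6, and 10 and 10 adjusted over the list alone), with list test adjusted p = 0.022, 0.35 and 0.28 (adjusted p = 0.2 in Ecto with an estimated correlation).
Desmoglein 3 (DSG3), which holds keratinocytes together, fell by 1.05 in Ecto, by 0.75 in Endo and by 0.84 in VK2 cells (adjusted p at most 5.8e-10).
Of tight junctions and desmosomes 6 of 30 rose and 18 fell in Ecto, 6 of 32 rose and 16 fell in Endo and 7 of 32 rose and 17 fell in VK2 cells (6 and 19, 6 and 16, and 7 and 18 adjusted over the list alone), with adjusted p = 0.022, 0.00033 and 0.0056 (adjusted p = 0.26, 0.056 and 0.092 with an estimated correlation).
The paper proposes that spermine promotes EMT to increase the shedding of epithelial cells.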

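The Notch ligand DLL1 (ENSG00000198719.9, chromosome 6 from 170282206 to 170306565 in GRCh38) rose with SPM+GV by 3.59 (SE 0.15, adjusted p = 2.7e-16) in Ecto, 1.02 (SE 0.12, adjusted p = 2.3e-08) in Endo and 1.86 (SE 0.11, adjusted p = 2.2e-15) in VK2 cells.
DLL4, another Notch ligand, rose by 3.92 in Ecto, 2.13 in Endo and 3.48 in VK2 cells and the Notch target HES1 by 3.72 in Ecto, 1.94 in Endo and 2.62 in VK2 cells (adjusted p at most 1.6e-12).
The receptor NOTCH3 fell by 0.81 in Ecto, by 0.6 in Endo and by 0.65 in VK2 cells (adjusted p at most 4.5e-08).
Over the Notch list, 8 of 17 rose and 3 fell in Ecto, 10 of 17 rose and 4 fell in Endo and 8 of 16 rose and 5 fell in VK2 cells (8 and 3, 10 and 4, and 8 and 5 adjusted over the list alone).
The list test gave adjusted p = 9.5e-05, 0.0057 and 0.1 (with an estimated correlation, adjusted p = 0.069 in Ecto and 0.11 in Endo cells).
Of the mucins, MUC16 fell with SPM+GV by 1.1 in Ecto, by 0.88 in Endo and by 1.27 in VK2 cells and MUC1 by 0.76 in Ecto, by 0.32 in Endo and by 0.44 in VK2 cells (adjusted p at most 0.03).
DLL1 also rose with PUT+GV in Ecto (2.17, SE 0.16, adjusted p = 1.4e-11) and Endo cells (0.66, SE 0.12, adjusted p = 2.3e-05).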

As the mucosal barrier is a critical part of the host-defense response to invading pathogens, increased mucus production could be a compensatory epithelial cell response to protect the epithelial barrier. Overall, these results provide evidence that polyamines regulate multifaceted and complex epithelial cell functions after *G. vaginalis* colonization by mediating inflammatory host-defense responses, epithelial barrier integrity, epigenetic protection and mucus production.

While the results of this study provide evidence that polyamines can alter *G. vaginalis*-induced transcriptional changes in cervicovaginal epithelial cells, we wanted to determine if these *in vitro* results correlated with findings from human studies. Comparisons of transcriptional data sets from two studies focused a *Lactobacillus*-deplete microbiome^24^ or preterm birth^61^ showed partial overlap in gene signatures with our epithelial cell findings. Perhaps expectedly, there is a significant overlap in gene signatures between *G. vaginalis*-exposed vaginal cells and those seen with preterm birth in the Wikstrom, et. al study. A similar, although non-significant trend, was seen in cervical cells. Interestingly, this overlap appears to decrease with polyamine exposure across all three cell types suggesting that polyamines may be able to shift transcriptomic signatures away from those associated with preterm birth. When comparing the transcriptomic results of the spermine pretreated *G. vaginalis*-exposed cells to those of the *Lactobacillus*-dominant samples in the Berard, et. al study, there is a significant overlap between the transcriptional profiles in both studies in all three cervicovaginal epithelial cell types. These results suggest that spermine can create a gene transcription signature that is similar to a *Lactobacillus*-dominant microbiome, despite the presence of *G. vaginalis*. This would further support our findings that spermine, in the presence of *G. vaginalis*, is able to provide protection against *G. vaginalis*-induced changes in cervicovaginal epithelial cell function. Perhaps unexpectedly, we saw the same response with putrescine pretreatment. However, considering that our transcriptomic and Luminex results suggested that putrescine reduced the host bacterial defense and inflammatory response in *G. vaginalis*-induced epithelial cells, it would not be as surprising to see an association with transcriptomic results from a *Lactobacillus*-dominant microbiome. These results provide greater emphasis on the need for increased investigation into functional assays to assess the role of transcriptional changes on epithelial cell function. Nonetheless, comparisons of transcriptional signatures between *in vitro* and relevant *in vivo* studies provide evidence for the validity of our findings in cervicovaginal epithelial cells with polyamines acting to protect against cellular dysfunction and adverse clinical outcomes.

We acknowledge several limitations to this study, namely the use of singular bacteria species. While *L. crispatus* and *G. vaginalis* were chosen as common representative strains of either a *Lactobacillus*-deplete or *Lactobacillus*-dominant microbiome, there are other prominent CST IV bacterial strains (*Prevotella* ssp., *Snethia* ssp., *Atopobium* spp., etc.) that need to be explored. Additionally, multi-species microbial communities representing CST I or CST IV should be further studied to identify the effects of microbe-microbe interactions on metabolome and transcriptional endpoints. However, it is critical to first elucidate the molecular effects of singular microbial species to more clearly identify mechanistic areas of interest before moving into investigations with larger more complex multi-species communities. Additionally, this study does not address the contribution of cervicovaginal immune cells to the metabolome or how their function may be altered by polyamines. This work would require further follow-up studies investigating the effects of polyamines on epithelial-immune cell communication.

Overall, this study provides insight into the effects of microbiome-metabolome interactions on epithelial cell function in the cervicovaginal space. The results of this study identify specific metabolites contributing to the *G. vaginalis*-mediated alterations in epithelial cell function. The induction of polyamine biosynthesis by *G. vaginalis*, but not *L. crispatus*, provides evidence of a microbe-specific role of polyamines in regulating epithelial cell host-defense responses. These findings begin to ascribe critical mechanistic functions to metabolites in the cervicovaginal space. Future studies focused on understanding the role of putrescine and spermine in epithelial immune regulation and barrier integrity will be essential to the development of potential new postbiotic therapies to prevent microbe-induced adverse gynecological and obstetrical outcomes.

## Supplementary Material

Supplementary Files

This is a list of supplementary files associated with this preprint. Click to download.

- Table1invivostudycharacteristics.docx
- SupplementalTable1.xlsx
- SupplementalTable2.xlsx
- SupplementalTable3.xlsx
- SupplementalTable4.xlsx
- SupplementalTable5MetascapeEnrichment.xlsx
- SupplementalTable6.xlsx
- FigureS1.tif
- FigureS2.tif
- FigureS3Venndiagrams.tif
- FigureS4Transcriptomics.tif
- FigureS5WGCNA.tif

Table 1 is available in the supplementary files section

## Figures and Tables

**Figure 1:**
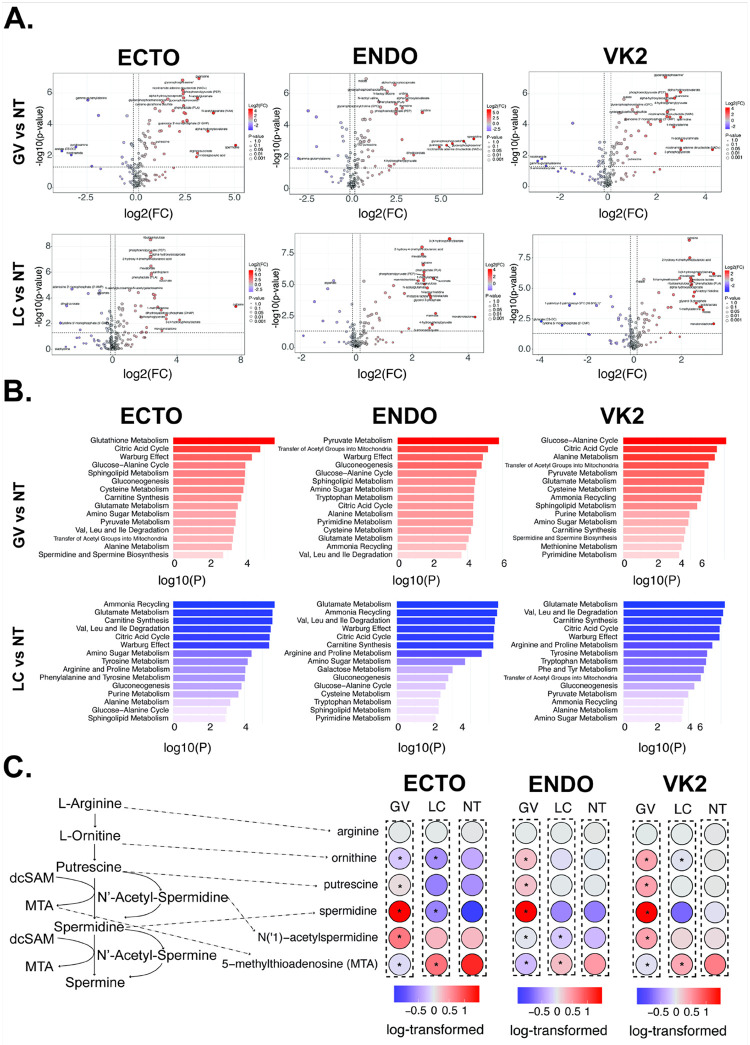
Metabolite profiles are altered across Ectocervical (Ecto), Endocervical (Endo), and Vaginal (VK2) cells in response to *L. crispatus* (LC) or *G. vaginalis* (GV). (**A**) Volcano plots displaying differentially abundant metabolites between GV vs NT (top) and LC vs NT (bottom). Red and blue dots represent increased and decreased metabolites, respectively. Top 20 metabolites are labeled. (**B**) Bar plots showing pathways enriched in GV (red) and LC (blue) exposures relative to non-treated samples (FDR = 0.05). The x-axis represents −log10(p) values. (**C**) Schematic representation of polyamine metabolites (left) and corresponding dot plots in Ecto, Endo, and VK2 cell types (right). Raw values were log-transformed. Red colored dots indicate highest metabolite abundance. Significant metabolites marked with asterisks. *p<0.05

**Figure 2:**
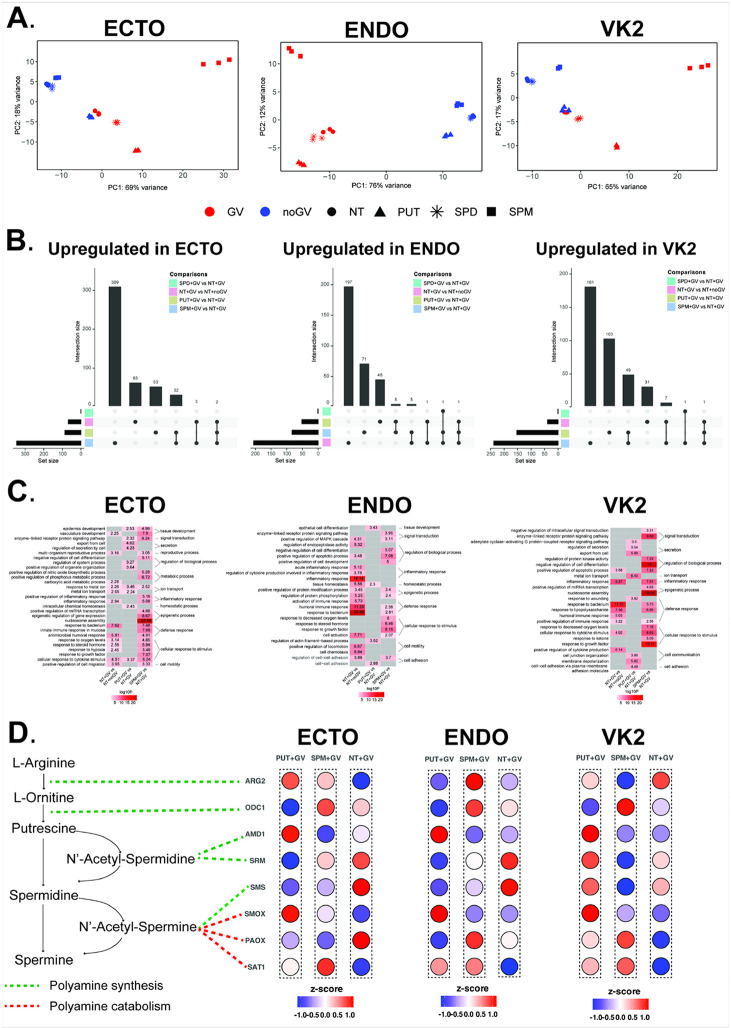
Transcriptomic analysis of Ectocervical (Ecto), Endocervical (Endo) and Vaginal (VK2) cells reveals global transcriptomic shifts that are impacted by exposure to *G. vaginalis* (GV) in the presence of putrescine (PUT), spermidine (SPD) or spermine (SPM). (**A**) PCA plots along the first two principal components shown for Ecto, Endo, and VK2 cells with or without polyamine pretreatment (NT, PUT, SPD, or SPM) and colored by GV (red) or no GV (blue) exposure. (**B**) Upset plots show overlapping genes for each indicated comparison by upregulated gene lists, where input gene lists were filtered based on significance (padj < 0.05) and fold change (FC > 2). (**C**) Heatmaps show top pathways derived from a unique set of upregulated genes in NT+GV vs NT+noGV, PUT+GV vs NT+GV and SPM+GV vs NT+GV comparisons from each cell type. Gene sets were extracted from upset plots in Figure 2B. (**D**) Dot plots in Ecto, Endo, and VK2 cells showing genes encoding enzymes that regulate polyamine biosynthesis. Results are shown as log_2_FC values between conditions of interest. Red dots indicate upregulated genes and blue dots represent down-regulated genes.

**Figure 3:**
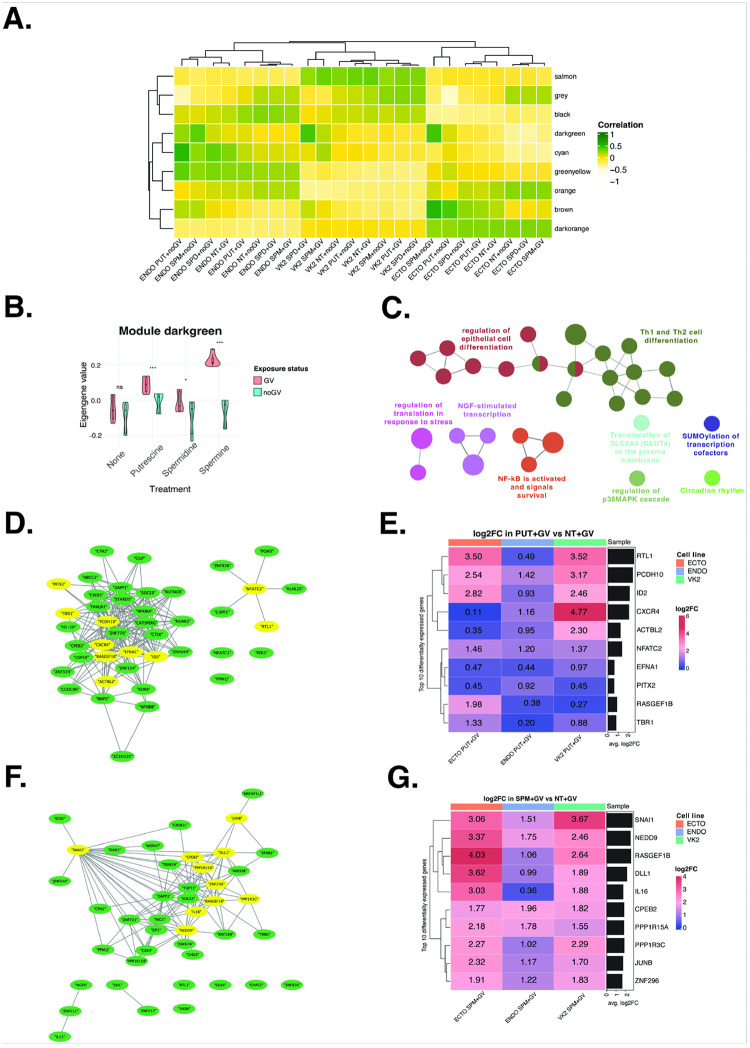
WCGNA analysis identifies modules correlated with putrescine (PUT) and spermine (SPM) pretreatment in *G. vaginalis* (GV)-exposed Ectocervical (Ecto), Endocervical (Endo) and Vaginal (VK2) cells. (**A**) Module-trait relationship heatmap showing the correlation between each sample group and the module eigenvector. P-values associated with the correlation coefficient are represented in parentheses. (**B**) Polyamine pretreatment and bacterial exposure conditions from all cell types were aggregated to identify modules with consensus signatures. Module darkgreen eigengene value for all polyamine and GV exposures were significantly lower compared to polyamines with no GV exposure. We picked this module for further investigation. (**C**) Gene enrichment results for genes from module darkgreen. (**D**) Network of top 50 genes associated with PUT+GV exposure across cell types. Top 10 genes based on average fold change between NT+GV and PUT+GV are highlighted in yellow. (**E**) Heatmap showing the fold change value between NT+GV and PUT+GV across all cell types for the 10 genes highlighted in yellow in Figure 3D. (**F**) Network of top 50 genes associated with SPM+GV exposure across all cell types with top 10 genes highlighted in yellow. Top 10 genes based on average fold change between NT+GV and SPM+GV are highlighted in yellow. (**G**) Heatmap showing the fold change value between NT+GV and SPM+GV across all cell types for the 10 genes highlighted in yellow in Figure 3F.

**Figure 4:**
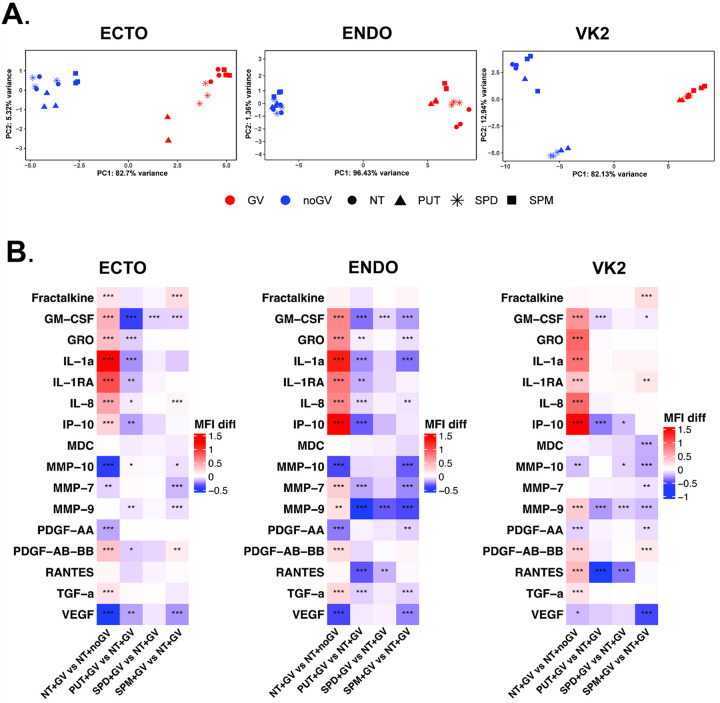
Polyamines modify *G. vaginalis*-induced inflammatory response. (**A**) PCA plots along the first two principal components shown for Ecto, Endo, and VK2 lines by polyamine pretreatment (NT, PUT, SPD, or SPM) and colored by GV (red) or no GV (blue) exposure. (**B**) Heatmap representing results of two-way ANOVA test and Tukey’s Honest Significant Difference (TukeyHSD) post-hoc test. Heatmap corresponds to MFI difference (MFI diff) between combined levels of treatment and GV exposure (e.g., PUT+GV vs NT+GV). Asterisks signify significance by p-value; *p<0.05, **0.05<p<0.01, ***p<0.01.

**Figure 5:**
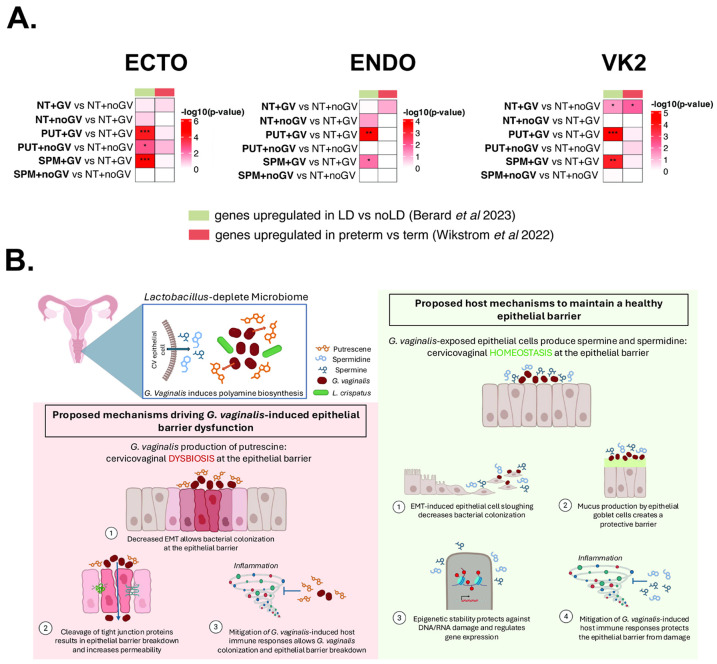
Comparison of *in vitro* transcriptional signatures to existing human datasets. (**A**) Heatmap summarizes output of Fisher Exact Test showing significant overlap in upregulated genes in each in vitro comparison (our analysis) and in vivo clinical datasets. Significance marked with asterisks; *p<0.05, **p<0.01, ***p<0.001 (**B**) Graphical schematic representing study findings and proposed mechanisms of how polyamines alter *G. vaginalis*-induced epithelial dysfunction and their contribution to cervicovaginal health and disease.

## Data Availability

Raw RNA-sequencing transcriptomics data were deposited into Gene Expression Omnibus (GEO) under the publicly accessible accession number GSE311352 at the following URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE311352. Raw metabolomics data were deposited into MetaboLights under the publicly accessible accession number MTBLS13885 at the following URL: https://www.ebi.ac.uk/metabolights/editor/MTBLS13885. Luminex data and all processed data files are available as supplemental files within this manuscript. All code used to analyze data is available on the Goods Lab GitHub at https://github.com/Goods-Lab/Preterm-multiomics-analysis.

How the deposited data were processed for this re-analysis (not part of the article)

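RNA was measured in 72 libraries of 3 cell lines (Ect/E6E7, End1/E6E7 and VK2/E6E7), each with 8 groups of 3 libraries: NT, PUT, SPD or SPM pretreatment, with or without live G. vaginalis for 24 h. Every library of the deposited table was matched to its group by its label, and none was left out. The authors sequenced ribosome-depleted total RNA, quantified transcripts with Salmon, summed them to genes with tximeta and tested them with DESeq2. The deposited table gives the authors' estimated counts per gene, not normalized, for 62266 genes. All values are whole numbers. Every gene identifier and coordinate was checked against annotation release 44 and was found in it. The paper's methods name release 44 too, with GRCh38.p13 as its assembly. Whether duplicate molecules were removed by their identifiers is not stated.

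Library totals ran from 20152143 to 42767996 with a median of 31872238.5 counts. The common biological coefficient of variation between replicates was 0.0643 in Ecto, 0.0451 in Endo and 0.0434 in VK2 cells, and library normalization factors lay between 0.937 and 1.12. Every pair of replicates differed by more than counting alone (chi-square per degree of freedom 2.27 to 42.4), so no library is a copy of another of its group. At these depths counting limits the genes with a few counts per library and adds little to the spread of the abundant ones. Nothing in the paper or the labels says that replicates are separate cultures, so errors and p-values describe the spread of these 3 libraries per group.

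Changed genes were tested with edgeR 4.0.16 in R 4.3.3: TMM factors, filterByExpr, robust quasi-likelihood fit, one model per cell line with 8 group coefficients over 24 libraries and no replicate block. Each line had 11 comparisons: NT+GV vs NT+noGV, each polyamine+GV vs NT+GV, each polyamine+noGV vs NT+noGV, SPM+GV vs SPD+GV, and the interaction of each polyamine with GV. All tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene counts as changed at an adjusted p under 0.05 with an absolute log2 fold change of at least 1. The paper's methods give a log2 fold change of 2 and its Figure 2B legend a fold change of 2, so both were computed. Differences between cell lines were tested in one model of all 72 libraries. Genes of the lists were summed up with camera (limma 3.58.1) at the preset correlation of 0.01, and again with a correlation estimated from the residuals.

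The lists were written before the data were examined. They were cytokines and chemokines, antimicrobial defence, NF-kB pathway, matrix metalloproteinases, Luminex analytes, tight junctions and desmosomes, cadherins and protocadherins, squamous differentiation, basal and stress keratins, simple epithelium, EMT, Notch pathway, polyamine metabolism, histone genes, chromatin enzymes, integrated stress and unfolded protein response, immediate early genes, heat shock response, oxidative stress (NRF2), metallothioneins, hypoxia, cholesterol synthesis, cell cycle, interferon response, fibroblast markers, leukocyte markers and endothelial markers. The last 3 check for other cell types.

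Principal components were computed per line from log2 CPM (prior count 2) of the 500 most variable genes. The share of a component between groups was tested by one-sided permutation of libraries. Overlaps of gene sets were compared with independent sets and with simulated data that share the NT+GV libraries. A signed network of power 9 was built from genes with an absolute log2 fold change over 0.5 at an adjusted p under 0.00001, divided into 27 branches of at least 30 genes and merged to 8 modules beside the genes left out. Module eigengenes were compared by permutation within lines. The other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

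The steps were tested on simulated data made from the Ecto libraries with known changes. At an adjusted p under 0.05 edgeR found 72 of 97 genes raised by a log2 fold change of 1 and 87 of 92 raised by 2 (74.2% and 94.6%), with 10 false calls among 18119 genes. With the fold change threshold, 32 of the 97 (33%) and 87 of the 92 count as changed. DESeq2 1.42.0 found 72 and 86 of 100, of which 32 and 86 count as changed, with 17 false calls. The test between lines found 173 of 200 changed genes (86.5%, 6 false), the overlap 92 of 100, and the count of GV-induced genes that were lower 88 of 100 (1 false). The raised NF-kB list was found, and 3 planted blocks of 200 genes came back as modules, with 15 of 300 genes without a pattern placed in a module.

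Named genes were fixed by rule before their values were seen. They were the genes the paper names in its text, Fig. 2D, Fig. 3E and Fig. 3G, the 5 largest positive and 5 largest negative fold changes per main comparison and line among genes that passed with a mean log2 CPM of at least 1, up to 4 members per list and comparison with the smallest adjusted p, and the 5 smallest adjusted p for each interaction and for SPM+GV vs SPD+GV. Not all of these are printed, some are given in part of the lines only, and this choice was made with their values known. The paper's values in Fig. 3E and 3G had been read beforehand. SERPINB2 with SPM+GV, the values of named genes without GV or in interactions and, in the closing section, the genes given as examples of a list were chosen after their values were seen.

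Alternatives tried for the counts were an absolute log2 fold change of at least 2, DESeq2, RLE factors, no filter on low counts, only the compared groups in the fit, replicate number as a block and each library left out. Others were a correlation estimated for the lists, GV-induced genes chosen in the other two lines, and other settings of the components and modules. Settings chosen after seeing the data were DESeq2 with a prior on the fold changes, with apeglm fold changes, or with an absolute log2 fold change of at least 2, a mean log2 CPM of at least 1, and the Ecto fit without one library. Genes whose symbol could not be tied to one locus with certainty were left unnamed, as were genes of sex chromosomes that identify a donor. The Luminex, metabolomic and in vivo data of the paper were not analysed here.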

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

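For the library that stands apart, the tests of another cell line and of transcript length, for the histone genes the test of S phase genes, and for the excess of rises the test that takes off reads of genomic DNA, were chosen only after the result was seen.

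In Ecto cells, SPD+noGV replicate 3 lay farther from its group mean than any other Ecto library, at a root mean square deviation of 0.38 on the log2 CPM scale against at most 0.306. Another cell line is argued against by its correlation with the other Ecto libraries of 0.986, which exceeds those with Endo (0.94) and VK2 cells (0.945) by at least 0.0407. Depth is argued against because at equal depth its deviation was 0.359 and the highest of the other 23 libraries had 0.296. A difference in the recovery of long transcripts stays open as a candidate explanation: across 14249 protein-coding genes its deviation correlated with transcript length at -0.616 (Spearman), outside the range of -0.272 to 0.521 in the other 23 libraries. Its group has no other condition to set it against, so no biological explanation was tested, and without this library SPD without GV changed 1 gene in Ecto cells against 2 with it.

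Replication-dependent histone genes rose together in SPM+GV, with medians of 2.29 in Ecto, 0.72 in Endo and 2.98 in VK2 cells (log2). In Endo and VK2 cells the rise is not particular to SPM. There the medians with PUT+GV were 1.29 and 1.84, against 0.298 and 0.431 in other single-exon genes. The summed CPM in Endo cells was 1891 with PUT+GV against 1223 with SPM+GV. In Ecto cells the summed CPM was also higher with PUT+GV, at 1349 ± 21.7 against 1068 ± 37.1 in NT+GV (SD, n = 3). By the medians this rise was no larger than that of other single-exon genes. The histone median was 0.30 (list test adjusted p = 0.17), and other single-exon genes had 0.359. With SPD+GV the medians were 0.43, 0.31 and 0.17. Its list calls in Ecto and VK2 cells are lost with an estimated correlation (adjusted p = 0.19 and 0.32). The explanations that follow were weighed for SPM+GV. A general rise of short single-exon transcripts is argued against, as other single-exon genes at histone-like levels had medians of 0.0409 (211 genes), 0.164 (191) and 0.268 (176). Reads that moved between nearly identical copies are argued against in Ecto and VK2 cells, where the CPM summed over all copies rose by 1.5 (SE 0.1) and 1.21 (SE 0.05), while in Endo cells the sum rose by 0.202 (SE 0.0512), too little next to the median of 0.719 to exclude them. More cells in S phase stay open as a biological explanation, as S phase genes had medians of 0.228, 0.351 and 0.503, with 12, 14 and 12 of 14 above 0. In Ecto and VK2 cells a larger share of cells in S phase may thus underlie part of the rise, as a hypothesis found and tested on the same data, and the S phase medians lie well below those of the histone genes and in Ecto cells were not lower with PUT+GV (0.303), where the histone median was 0.30.

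More genes rose than fell by the called threshold in SPM+GV, 81.8% of changed genes in Ecto, 65.6% in Endo and 73.6% in VK2 cells, while at an adjusted p under 0.05 alone 5552 rose and 5345 fell, 4100 and 3954, and 5162 and 5601. Rises also prevailed by the called threshold with GV alone (1119 of 1259, 1308 of 1739 and 322 of 413) and with PUT+GV (1527 of 1927, 1292 of 1514 and 1735 of 2051), so the pattern is not particular to SPM. With SPM+GV it is not confined to weakly expressed genes, as 615 of 705, 197 of 242 and 395 of 608 rose at a mean log2 CPM of at least 1. At that level 222 of 285, 285 of 525 and 104 of 123 rose with GV alone. With PUT+GV these were 332 of 522, 203 of 304 and 265 of 463. In Endo cells with GV alone and VK2 cells with PUT+GV the excess thus lay largely in weakly expressed genes. Depth is argued against, as at equal depth the lowest SPM+GV library held 2080 more genes with a count than the highest NT+GV library in Ecto, 529 more in Endo and 1951 more in VK2 cells. Counts of 404 olfactory receptor genes at equal depth served to test for genomic DNA in the libraries. In Endo cells they were 1.03 times those in NT+GV (562 against 548), which argues against it. In Ecto and VK2 cells they were 2.13 times (1290 against 605) and 2.08 times (328 against 158), so genomic DNA stays open there. After 10 times their gain in CPM per kb was taken from each raised gene, 77.1%, 64.9% and 71.5% of changed genes were still up. That subtraction was chosen after the result was seen and its factor of 10 is assumed, so it does not exclude genomic DNA. Mean olfactory receptor counts were also higher with PUT+GV than in NT+GV. They were 279 against 202 in Ecto, 259 against 183 in Endo and 89 against 52.7 in VK2 cells. With GV alone they were 202 against 196, 183 against 134 and 52.7 against 47.7 in NT+noGV. Genomic DNA thus stays open for the rises with PUT+GV, and with GV alone in Endo cells. Scaling of the libraries cannot be told apart from a biological response to the treatments, which was not tested, as RLE factors moved the share that rose by only 1.42, 0.0942 and 2.09 percentage points and rest, like TMM, on most genes being unchanged.

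The effects of one treatment ran in opposite directions in 2 cell lines for the genes that follow, and the difference passed in one model of all 3 lines (log2, first line minus second, values from each line's own model, n = 3 per group). With GV alone this held for AMD1 (0.55, from 0.29 in Ecto and -0.26 in VK2 cells, adjusted p = 8.2e-08), NEDD9 (1.16, from 0.37 in Ecto and -0.79 in Endo cells, adjusted p = 1.3e-09) and PPP1R3C (1.01, from 0.61 in Ecto and -0.4 in Endo cells, adjusted p = 1.2e-07). With PUT+GV it held for CXCL8 (-1.55, from -0.89 in Ecto and 0.66 in VK2 cells, adjusted p = 3.4e-13; and -2.02, from -1.36 in Endo and 0.66 in VK2 cells, adjusted p = 2.5e-16) and CCL20 (-2.13, from -1.51 in Ecto and 0.62 in VK2 cells, adjusted p = 8.2e-18; and -1.68, from -1.06 in Endo and 0.62 in VK2 cells, adjusted p = 1.1e-12). It also held there for MMP9 (1.62, from 0.47 in Ecto and -1.16 in Endo cells, adjusted p = 1.3e-15; and 1.62, from 0.47 in Ecto and -1.16 in VK2 cells, adjusted p = 1.7e-18) and ARG2 (0.85, from 0.49 in Ecto and -0.36 in VK2 cells, adjusted p = 1.8e-13). With SPD+GV it held for CXCL8 (0.698, from 0.32 in Ecto and -0.37 in Endo cells, adjusted p = 0.0013). With SPM+GV it held for KRT13 (3.85, from 3.35 in Ecto and -0.5 in Endo cells, adjusted p = 3e-18), AMD1 (-0.43, from -0.22 in Ecto and 0.21 in VK2 cells, adjusted p = 4.1e-05), NFATC2 (-1.42, from -0.68 in Endo and 0.74 in VK2 cells, adjusted p = 8.6e-10) and CSF2 (-2.1, from -0.42 in Endo and 1.69 in VK2 cells, adjusted p = 1.1e-17).

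Genes outside those the paper discusses also changed strongly in all 3 lines, given here as the median over the lines of the log2 fold change. With GV alone these were the interferon-stimulated IFIT2 (-2.28) and IFIT1 (-2.29), with SPD+GV the heme oxygenase gene HMOX1 (2.41) and with SPM+GV the immediate early genes EGR1 (4.92) and FOS (5.2).

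Splits of the 6 libraries of a comparison number 10, too few for a share under 0.05, so only the counts are given (real count and highest of the other splits, in Ecto, Endo and VK2 cells, from fits of the 6 libraries). With GV alone these were 960 and 1, 1348 and 0, and 320 and 0, with PUT+GV 1648 and 0, 1396 and 0, and 1864 and 0, with SPD+GV 119 and 1, 62 and 6, and 50 and 2, and with SPM+GV 2404 and 0, 962 and 0, and 1695 and 0. Without GV they were 1107 and 0, 241 and 0, and 787 and 0 for PUT, 2 and 1, 4 and 4, and 12 and 9 for SPD, and 255 and 1, 91 and 1, and 288 and 0 for SPM. For SPM+GV against SPD+GV they were 2347 and 0, 1117 and 0, and 1413 and 0. The real split was the 1 with the highest count in each, except for SPD without GV in Endo cells, where 2 splits had 4.

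For the interactions 100 of the splits of the polyamine labels within GV status were drawn. Splits as large, the real count and the highest other were 4, 642 and 1791 for PUT in Ecto, 9, 636 and 2440 in Endo and 6, 320 and 1967 in VK2 cells. For SPD they were 4, 10 and 12, 4, 14 and 62, and 10, 4 and 38, and for SPM 6, 1729 and 2085, 8, 522 and 854, and 9, 1005 and 2759. These splits decide nothing on chance, although the test was set before the data were examined. The polyamines change many genes in GV-exposed cells, so a split that keeps the labels of the GV libraries and mixes or exchanges those of the unexposed ones leaves that effect in the contrast. In each of the 9 cases such a split called at least as many genes as the real one, which points to a structure of the samples. For the GV-induced genes lowered by a polyamine the splits number 20, too few for a share under 0.05, and 2 of them are as large as the real one in each case. Real counts and the highest other for PUT, SPD and SPM were 171 and 1943, 33 and 435, and 184 and 2446 in Ecto, 186 and 1672, 40 and 206, and 299 and 913 in Endo, and 73 and 1694, 27 and 84, and 71 and 1335 in VK2 cells. The highest again points to a structure of the samples, since it exchanges NT+GV with the polyamine group and then counts genes raised in the polyamine libraries.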

How the results depend on the processing

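The alternatives were chosen before the data were examined, except DESeq2 with a prior on the fold changes, DESeq2 with apeglm fold changes, each of the DESeq2 settings with an absolute log2 fold change of at least 2, the restriction to genes with a mean log2 CPM of at least 1 and the Ecto fit without SPD+noGV replicate 3 in comparisons without that group, which were chosen after seeing the data. Of 1950 results for single genes and comparisons, 1617 passed the threshold, 1441 of these passed it in every setting run for them, and 0 reversed direction in any. The cause was not tested for any change below. Depth limits the weakly expressed genes through their counting error, and its part in the changes below was not tested. A restriction to genes with a mean log2 CPM of at least 1 takes fewer genes, and without a filter on low counts the counts with SPD grow.

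Counts of changed genes (Ecto, Endo and VK2 in this order) moved with the fold change threshold, with shrinkage and with a restriction to genes with a mean log2 CPM of at least 1. At an absolute log2 fold change of at least 2 they were 295, 513 and 93 with GV alone, 400, 197 and 470 with PUT+GV, 19, 12 and 18 with SPD+GV, and 1105, 302 and 731 with SPM+GV. DESeq2 with an absolute log2 fold change of at least 2 gave 326, 682 and 59 with GV alone, 474, 303 and 713 with PUT+GV, 6, 3 and 11 with SPD+GV, and 1487, 412 and 1014 with SPM+GV. DESeq2 with a prior on the fold changes gave 531, 858 and 132 with GV alone, 1054, 656 and 820 with PUT+GV, 7, 1 and 4 with SPD+GV, and 1990, 559 and 1044 with SPM+GV, and at an absolute log2 fold change of at least 2 it gave 35, 119 and 20 with GV alone, 54, 17 and 33 with PUT+GV, 0, 1 and 1 with SPD+GV, and 500, 84 and 196 with SPM+GV. With apeglm fold changes DESeq2 gave 825, 1382 and 197 with GV alone, 1359, 931 and 1559 with PUT+GV, 12, 2 and 17 with SPD+GV, and 2514, 761 and 1794 with SPM+GV, and at an absolute log2 fold change of at least 2 144, 417 and 42 with GV alone, 250, 121 and 345 with PUT+GV, 0, 1 and 2 with SPD+GV, and 1120, 236 and 690 with SPM+GV. Counting only genes with a mean log2 CPM of at least 1 gave 285, 525 and 123 with GV alone, 522, 304 and 463 with PUT+GV, 5, 1 and 5 with SPD+GV, and 705, 242 and 608 with SPM+GV.

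DESeq2 at the thresholds used here and RLE factors kept the counts with GV alone, PUT+GV and SPM+GV within 1.5 times in all 3 lines. For SPD+GV, DESeq2 gave 33, 9 and 47. Without a filter on low counts SPD+GV gave 270, 135 and 124, SPD+noGV 167, 16 and 23 and the interaction of SPD and GV 220, 44 and 27. With only the groups compared in the fit, SPD+GV gave 50 in VK2 cells, SPD+noGV 4 in Endo and 12 in VK2 cells, SPM+noGV 91 in Endo cells and the SPD interaction 10 in Ecto cells. DESeq2 gave 72 with SPM+noGV in Endo cells, 1 with SPD+noGV in VK2 cells, 417 and 194 PUT interactions in Endo and VK2 cells, and 3 and 1 SPD interactions in the same lines.

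With replicate number as a block, the interaction of SPD and GV gave 46, 38 and 8 and SPD+noGV 3 in Endo cells, and the other counts stayed within 1.5 times. Replicate numbers were not taken as pairs, as in 0 of 24 comparisons did every pair of libraries with the same number correlate above 0.1. A weak relation stays open, since in 42 of 72 cases, 3 in each comparison, a library correlated best with its own number, where 24 are anticipated without one. The same libraries recur in several comparisons, so these cases are not independent.

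Leaving out single libraries left the counts with GV alone, PUT+GV and SPM+GV within 1.5 times of those with all libraries, and moved several of those with SPD. In Ecto cells SPD+GV ranged over 57 to 152 (152 without SPD+noGV replicate 3), with 58 without NT+GV replicate 1, 67 without NT+GV replicate 2, 57 without SPD+GV replicate 1 and 69 without SPD+GV replicate 2. In Endo cells it ranged over 49 to 85, with 51 without NT+GV replicate 1 and 49 without SPD+GV replicate 3. SPD without GV ranged over 1 to 19 in Ecto cells (1 without NT+noGV replicate 2, 19 without SPD+noGV replicate 1, 18 without SPD+noGV replicate 2 and 1 without SPD+noGV replicate 3), 1 to 3 in Endo cells (2 without NT+noGV replicate 2, 3 without NT+noGV replicate 3 and 2 without SPD+noGV replicate 1) and 1 to 6 in VK2 cells (4 without NT+noGV replicate 1, 4 without NT+noGV replicate 2, 1 without SPD+noGV replicate 1 and 4 without SPD+noGV replicate 2). The SPD interaction ranged over 10 to 46 in Ecto cells (11 without NT+GV replicate 1, 14 without NT+noGV replicate 2, 18 without NT+noGV replicate 3, 19 without SPD+GV replicate 1, 10 without SPD+GV replicate 2, 17 without SPD+GV replicate 3 and 46 without SPD+noGV replicate 2), 10 to 33 in Endo cells (33 without SPD+GV replicate 1, 11 without SPD+GV replicate 3 and 10 without SPD+noGV replicate 2) and 1 to 4 in VK2 cells (1 without NT+noGV replicate 1, 1 without SPD+GV replicate 2 and 1 without SPD+noGV replicate 2).

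Of the GV-induced genes chosen in the other two lines, PUT+GV lowered 69, 45 and 34 and SPM+GV 63, 39 and 37 in Ecto, Endo and VK2 cells, and SPD+GV 20 in Endo and 20 in VK2 cells. Without a filter on low counts SPD+GV lowered 40 in Ecto cells. Leaving out a library, SPD+GV lowered 7 to 19 in Ecto cells (10 without NT+GV replicate 1, 10 without NT+GV replicate 2, 10 without SPD+GV replicate 1 and 7 without SPD+GV replicate 2) and 18 to 30 in VK2 cells (18 without NT+GV replicate 1 and 19 without SPD+GV replicate 2).

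Of 409 list calls in 891 tests, 139 were also made with an estimated correlation: 33 of 50 with GV alone, 3 of 40 with PUT+GV, 7 of 37 with SPD+GV and 11 of 38 with SPM+GV. The shares of GV on PC1 and of PUT on PC2 passed in every setting, except PUT on PC2 in Endo cells, whose share was 11.7% without replicate 1 (p = 0.1), 13.2% without replicate 3 (p = 0.078) and 15.6% without replicate 2 (p = 0.064, permutation tests). With all genes past the filter GV took 63.3% of PC1 in Ecto and 40.6% in VK2 cells and PUT 29.7% of PC2 in Endo cells, and without replicate 3 PUT took 19.6% of PC2 in VK2 cells. The module's difference between GV and noGV passed in each setting that gave a value, for NT from 0.0189 to 0.026 and for SPM from 0.293 to 0.37. With log2 CPM in place of normalized counts none of the 19 genes fell into a module, so that setting gives no value.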

Differences from the paper's values

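A count or a percentage is taken to differ from the paper's, and a setting not to reach it, when one is more than 1.5 times the other. A log2 fold change is taken to differ when its sign does or when it lies farther from the paper's than the larger SD of the 2 groups on the log2 CPM scale.

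The paper's text gives 9, 6 and 9 changed genes in Ecto, Endo and VK2 cells for SPD+GV against NT+GV, and the values here are 107, 83 and 80. The paper's methods state a log2 fold change of at least 2 and the legend of Fig. 2 a fold change above 2, and the counts here use a fold change of at least 2. Of the alternatives set before the data were examined, DESeq2 reaches the paper's value in Endo cells (9) and not in Ecto (33) or VK2 cells (47). An absolute log2 fold change of at least 2 (19, 12 and 18), RLE factors (103, 79 and 80), no filter on low counts (270, 135 and 124), only the groups compared in the fit (119, 62 and 50), the replicate block (100, 103 and 86) and leaving out a library (57 to 96 in Ecto, 49 to 85 in Endo and 54 to 94 in VK2 cells) do not reach it in any line. Settings chosen after seeing the values that reach it are DESeq2 with an absolute log2 fold change of at least 2 in Ecto (6) and VK2 cells (11), and in Ecto cells also DESeq2 with a prior on the fold changes (7) and with apeglm fold changes (12). How many of the paper's called genes for SPD+GV these drop cannot be counted, since their names were not used here. Of 56 fold changes of the genes in Fig. 3E and 3G that passed the threshold here, DESeq2 drops 7, as does DESeq2 with the prior or with apeglm.

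In Fig. 2A, read by eye, PC1 holds about 69% of the variance in Ecto, about 76% in Endo and about 65% in VK2 cells in the paper, and 42.7%, 40% and 33.9% here. Of the alternatives set before the data were examined, the variance-stabilizing transformation reaches all 3 values (61%, 63.2% and 56.8%), and the replicate block that in Ecto cells (46.2%) and not in the other two (42.6% and 36.9%). A larger set of the most variable genes (45.6%, 44.6% and 35%), all genes past the filter (40.1%, 43.2% and 33%) and leaving out a replicate of every group do not. For PC2 the paper has about 18% in Ecto and about 17% in VK2 cells in Fig. 2A, read by eye, against 11.1% and 9.55% here. There the variance-stabilizing transformation (14.8% and 13.9%), a larger set of the most variable genes (15.4% and 14.9%) and all genes past the filter (19.1% and 16.4%) reach the paper's values, as do the Ecto libraries without replicate 2 (13.4%) or 3 (13.2%) and the VK2 libraries without replicate 3 (11.5%). The replicate block (11.8% and 10.3%), the Ecto libraries without replicate 1 (11.3%) and the VK2 libraries without replicate 1 (10.7%) or 2 (10.9%) do not.

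Sets of raised genes in Fig. 2B, read by eye, are smaller in the paper than here. For SPM+GV and no other comparison the paper has about 310 in Ecto, about 71 in Endo and about 180 in VK2 cells, against 1308, 401 and 698 here. For GV alone the paper has about 63, about 200 and about 31, against 611, 949 and 204. For PUT+GV alone it has about 53, about 45 and about 100, against 732, 803 and 920, and for PUT+GV with SPM+GV about 32, about 5 and about 49, against 467, 170 and 687. An absolute log2 fold change of at least 2, the one alternative set before the data were examined that was tried on these sets, reaches none of the 12 values. It gives 815, 177 and 432 for SPM+GV, 204, 422 and 62 for GV alone, 160, 131 and 216 for PUT+GV and 169, 36 and 204 for PUT+GV with SPM+GV. Settings chosen after seeing the values reach 3 of them, all at an absolute log2 fold change of at least 2: DESeq2 with a prior for SPM+GV in Endo (81) and VK2 cells (177), and DESeq2 (37) or apeglm fold changes (32) for GV alone in VK2 cells. Among the fold changes of Fig. 3E and 3G that passed here, each of these 3 settings drops 7 of 56 before the higher threshold is applied.

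Of 28 fold changes in Fig. 3E and 30 in Fig. 3G, 5 in Fig. 3E and 0 in Fig. 3G differ. For PUT+GV against NT+GV the paper shows, in Fig. 3E and read by eye, about 0.49 for RTL1 in Endo cells (here 1.46) and about 1.2 for CXCR4 in Endo cells (here 1.7). For TBR1 it shows about 1.3 in Ecto, about 0.2 in Endo and about 0.88 in VK2 cells in Fig. 3E, against 2.58, 1.79 and 1.63 here, from 13 against 2, 15 against 4 and 28 against 7 counts in all. Of the alternatives set before the data were examined, leaving out NT+GV replicate 1 (1.62), NT+GV replicate 2 (1.52) or PUT+GV replicate 1 (1.33) reaches the paper's CXCR4 value, and leaving out one of the other 3 libraries does not. DESeq2, RLE factors, no filter on low counts, the replicate block and, for RTL1, only the groups compared in the fit reach none of the 5 values, nor does leaving out a library for RTL1 and TBR1. With apeglm fold changes, chosen after seeing the values, all 5 are reached (0.42 for RTL1, 1.09 for CXCR4 and 0.98, 0.2 and 0.79 for TBR1), and 7 of 56 calls in Fig. 3E and 3G are dropped. In that setting 1 of 27 values in Fig. 3E differs. DESeq2 with a prior on the fold changes, also chosen after seeing the values, reaches 3 of them (0.74 for RTL1, 0.84 for CXCR4 and 0.45 for TBR1 in Endo cells). It also drops 7 of 56 calls and leaves 10 of 27 values in Fig. 3E and 5 of 30 in Fig. 3G that differ.

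Among the comparisons in VK2 cells, the paper finds the most altered genes with SPM+GV. Here PUT+GV changed 2051 and SPM+GV 2047 genes in VK2 cells, so neither leads clearly. SPM+GV leads with DESeq2 (2142 against 2094), without a filter on low counts (2727 against 2609) and at an absolute log2 fold change of at least 2 (731 against 470), and PUT+GV with RLE factors (2086 against 2054), the replicate block (2066 against 2041) and only the groups compared in the fit (1864 against 1695). The paper's leading conditions in Ecto (SPM+GV, 2621) and Endo cells (GV alone, 1739) lead here too. With only the groups compared in the fit, however, PUT+GV leads in Endo cells (1396 against 1348 with GV alone). The paper states that PC1 parts libraries with and without GV and PC2 those with PUT. In Endo cells GV took 97.8% of PC1 here, but in Ecto and VK2 cells it took 39.2% and 26.4%, and the contrast of SPM+GV with the other groups took 83.3% and 81.5%. With all genes past the filter GV took 63.3% and 40.6% there. PUT took 56.5% of PC2 in Ecto and 38.5% in VK2 cells, but in Endo cells 15.7%, where SPM took 79.4%, and 29.7% with all genes past the filter. In VK2 cells GV took 39.1% of PC2 and SPM 35.2%, and in Ecto cells GV took 21.4% and SPM 41.3%. The paper counts KRT13 among the genes induced by GV, and here its value with GV alone was -0.05 in Ecto (adjusted p = 0.91), 0.0 in Endo (adjusted p = 0.98) and -0.84 in VK2 cells (SE 0.18, adjusted p = 0.00076), while CXCL8 rose with GV in all 3 lines (2.47, 4.07 and 2.43). The paper sees little overlap between the genes altered by the polyamines, and here PUT+GV and SPM+GV, both set against the same NT+GV libraries, raised 593, 233 and 764 genes in common, 38.8%, 32.5% and 50.7% of the smaller set, while the genes lowered by both numbered 37, 34 and 117, 9.25%, 15.3% and 37%. The paper states that both PUT and SPM reduced the transcription of cytokine genes raised by GV. It rests this also on secreted proteins, which were not analysed here. Among those lowered by PUT and SPM it names IL-8, the product of CXCL8. The cytokine list used here also holds genes that did not rise with GV. With PUT+GV 16 of 29, 16 of 28 and 10 of 29 genes of the cytokine list fell here and 4, 5 and 7 rose (list test adjusted p = 0.0011, 0.00013 and 0.75, with an estimated correlation adjusted p = 0.32 in Ecto and 0.077 in Endo cells), but with SPM+GV 19, 18 and 21 rose and 7, 6 and 3 fell (adjusted p = 0.00022, 0.00057 and 1e-18, with an estimated correlation adjusted p = 0.25 in Ecto, 0.11 in Endo and 0.00027 in VK2 cells), and CXCL8 rose by 2.24, 0.93 and 4.11. The paper reports bacterial defense among the pathways raised by SPM+GV, and here 2 of 17, 4 of 19 and 4 of 21 genes of the antimicrobial list rose and 11, 6 and 9 fell. The list tests showed no common direction (adjusted p = 0.18, 0.91 and 0.89). The paper's pathways rest on genes raised in that comparison alone, so counts of fallen genes do not bear on them directly.

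The paper describes its dark green module as unaltered by GV alone and altered by polyamines when GV is present. Here the eigengene of module 2, which held 15 of 19 of its named genes, was higher with GV alone by 0.0189 (permutation p = 0.0035), with 0.0389 in Ecto, 0.019 in Endo and -0.00104 in VK2 cells, and without GV it was higher after PUT by 0.0312 and after SPM by 0.0152 (permutation p = 0.00025 each). Module 2 was built from genes called in comparisons of the same libraries, so these p-values are not independent of that choice. The legend of Fig. 3B states that this module is lower with GV after each polyamine, while the panel draws it higher with GV, and here module 2 was higher with GV by 0.0376 after PUT, 0.0313 after SPD and 0.294 after SPM (permutation p = 0.00025 each, the smallest these arrangements can give). The paper finds epithelial differentiation among the functions of its module, and here 2 of 22 squamous differentiation genes were in module 2, against 3.48 anticipated (one-sided Fisher test, adjusted p = 1.0), while NF-kB genes, which the paper also names, were enriched (9 of 19, adjusted p = 0.0112). The paper holds that the transcriptional shifts with polyamines did not occur without GV, and here PUT without GV changed 1447, 361 and 987 genes and SPM 359, 181 and 417. The Endo count for SPM was 72 with DESeq2 and 91 with only the compared groups in the fit.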

Other observations

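The genes given as examples below were chosen after their values were seen, while the lists were fixed beforehand. Values are log2 fold changes with n = 3 libraries per group, medians are over the tested members of a list, and p-values and medians without a line are in the order Ecto, Endo and VK2 cells.

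With GV alone, more genes of the integrated stress and unfolded protein response fell than rose: 3 of 25 rose and 16 fell in Ecto, 3 and 20 in Endo and 1 and 13 in VK2 cells (3 and 16, 3 and 21, and 1 and 17 adjusted over the list alone), with list test adjusted p = 1.2e-09, 4.9e-28 and 6.7e-09 (adjusted p = 0.081 in VK2 with an estimated correlation). The medians were -0.42, -0.95 and -0.23. CHAC1, which degrades glutathione, fell by 1.58 in Ecto, by 1.7 in Endo and by 0.63 in VK2 cells (adjusted p at most 0.00015). Of the cholesterol synthesis genes, 0 of 23 rose and 18 fell in Ecto, 1 and 21 in Endo and 2 and 8 in VK2 cells (0 and 18, 1 and 21, and 2 and 10 adjusted over the list alone), with list test adjusted p = 2.7e-15, 5.7e-09 and 0.023 (adjusted p = 0.33 in VK2 with an estimated correlation). LSS, which makes lanosterol, fell by 1.0 in Ecto, by 0.93 in Endo and by 0.21 in VK2 cells (adjusted p at most 0.00015). Of the hypoxia list, 12 of 21 rose and 2 fell in Ecto, 11 and 3 in Endo and 15 and 0 in VK2 cells (14 and 2, 11 and 3, and 16 and 0 adjusted over the list alone), with list test adjusted p = 0.00023, 0.0025 and 9.4e-22 (adjusted p = 0.07 in Endo with an estimated correlation). CA9, a carbonic anhydrase induced by low oxygen, rose by 0.88 in Ecto, 1.65 in Endo and 1.55 in VK2 cells (adjusted p at most 3.9e-10). Of the heat shock list, 9 of 18 rose and 2 fell in Ecto, 15 and 1 in Endo and 10 and 2 in VK2 cells (9 and 2, 16 and 1, and 11 and 2 adjusted over the list alone), with list test adjusted p = 2.5e-08, 1.5e-13 and 0.023 (adjusted p = 0.49 in VK2 with an estimated correlation). HSPA1A, an inducible HSP70, rose by 1.64 in Ecto, 1.64 in Endo and 0.79 in VK2 cells (adjusted p at most 0.00087). Of the squamous differentiation list, 11 of 24 rose and 2 fell in Ecto, 14 of 28 rose and 7 fell in Endo and 10 of 28 rose and 11 fell in VK2 cells, with list test adjusted p = 0.0025, 4.9e-08 and 0.046 (adjusted p = 0.06 in Ecto and 0.5 in VK2 with an estimated correlation). The VK2 median of that list was -0.078, although its list test points up. TGM1, the transglutaminase that cross-links the cornified envelope, rose by 1.05 in Ecto, 2.09 in Endo and 1.79 in VK2 cells (adjusted p at most 5.4e-10). Of the simple epithelium list, 5 of 12 rose and 3 fell in Ecto, 7 of 11 rose and 2 fell in Endo and 6 of 11 rose and 0 fell in VK2 cells (5 and 3, 7 and 2, and 7 and 0 adjusted over the list alone), with list test adjusted p = 0.47, 0.00025 and 0.00022. ELF3, an epithelial transcription factor, rose by 1.47 in Ecto, 1.6 in Endo and 1.16 in VK2 cells (adjusted p at most 1.8e-06). Genes of the proteins on the Luminex panel also mostly rose: 11 of 16 rose and 2 fell in Ecto, 12 of 15 rose and 2 fell in Endo and 11 of 15 rose and 1 fell in VK2 cells, with list test adjusted p = 1e-11, 3.5e-21 and 6.8e-35. Their medians were 0.77, 1.07 and 0.73.

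Immediate early genes rose together in SPM+GV against NT+GV: 27 of 30 rose and 0 fell in Ecto, 28 and 1 in Endo and 29 and 1 in VK2 cells, with list test adjusted p = 5.6e-67, 8e-81 and 6.9e-75. The medians were 2.15, 1.31 and 1.9. ATF3, a stress-induced transcription factor, rose by 3.77 in Ecto, 2.86 in Endo and 4.98 in VK2 cells (adjusted p at most 9.5e-16). Of the basal and stress keratins in SPM+GV, 2 of 15 rose and 10 fell in Ecto, 0 and 11 in Endo and 0 and 12 in VK2 cells, with list test adjusted p = 0.022, 2.1e-08 and 2.2e-06 (adjusted p = 0.2 in Ecto and 0.091 in VK2 with an estimated correlation). SPM without GV had most genes of the integrated stress and unfolded protein response lower: 2 of 25 rose and 18 fell in Ecto, 2 and 18 in Endo and 2 and 20 in VK2 cells (2 and 20, 3 and 20, and 2 and 20 adjusted over the list alone), with list test adjusted p = 6.6e-48, 9.8e-29 and 8.6e-26. With PUT+GV, of the metallothioneins, 1 of 5 rose and 3 fell in Ecto, 0 of 4 rose and 2 fell in Endo and 0 of 6 rose and 2 fell in VK2 cells, with list test adjusted p = 0.0013, 0.0019 and 0.6 (adjusted p = 0.14 in Ecto and 0.072 in Endo with an estimated correlation). MT2A, which binds zinc and copper, fell by 1.61 in Ecto, by 1.03 in Endo and by 0.63 in VK2 cells (adjusted p at most 4.6e-07). Of the cholesterol synthesis genes in PUT+GV, 6 of 23 rose and 14 fell in Ecto, 2 and 17 in Endo and 5 and 14 in VK2 cells (6 and 15, 2 and 17, and 5 and 14 adjusted over the list alone), with list test adjusted p = 8.6e-05, 4e-09 and 1.9e-05 (adjusted p = 0.14 in Ecto, 0.051 in Endo and 0.19 in VK2 with an estimated correlation). FDFT1, the squalene synthase, fell by 0.7 in Ecto, by 0.72 in Endo and by 0.56 in VK2 cells (adjusted p at most 9.6e-13). Of the heat shock list in PUT+GV, 4 of 18 rose and 9 fell in Ecto, 0 and 12 in Endo and 13 and 1 in VK2 cells, with list test adjusted p = 0.007, 2e-04 and 0.00051 (adjusted p = 0.33 in Ecto, 0.19 in Endo and 0.35 in VK2 with an estimated correlation). In SPD+GV, of the basal and stress keratins, 0 of 15 rose and 6 fell in Ecto, 0 and 9 in Endo and 6 and 6 in VK2 cells (0 and 6, 0 and 11, and 6 and 7 adjusted over the list alone), with list test adjusted p = 0.0025, 4.9e-13 and 0.86 (adjusted p = 0.12 in Ecto with an estimated correlation). Of the Luminex panel genes in SPD+GV, 3 of 16 rose and 1 fell in Ecto, 0 of 15 rose and 6 fell in Endo and 0 of 15 rose and 5 fell in VK2 cells (4 and 5, 0 and 8, and 2 and 7 adjusted over the list alone), with list test adjusted p = 0.61, 1.6e-05 and 0.012 (adjusted p = 0.086 in VK2 with an estimated correlation).

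For these 10 lists, each comparison with GV alone or with a polyamine and GV that is left out above missed the threshold with the preset or the estimated correlation, except the basal and stress keratins with GV alone in VK2 cells. Of that list, 5 of 15 rose and 5 fell in Ecto, 6 and 5 in Endo and 8 and 1 in VK2 cells (5 and 5, 6 and 5, and 9 and 1 adjusted over the list alone), with list test adjusted p = 0.81, 0.66 and 2e-09.

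Most markers of other cell types lay under 1 CPM. Of 10 fibroblast markers 7, 8 and 6 had a mean under 1 CPM in Ecto, Endo and VK2 cells, while FBLN1 had 41.4, 61.3 and 44.8 CPM and COL1A1 had 29.2, 39.5 and 33.9. Of 10 leukocyte markers 7 were under 1 CPM in each line, while CD68 had 66.2, 57.3 and 88.8 CPM. Of 8 endothelial markers 7, 7 and 6 were under 1 CPM, and the highest of the others had 2.37 CPM (CLDN5 in VK2 cells). With GV alone, of the fibroblast markers, 3 of 6 rose and 1 fell in Ecto, 2 of 3 rose and 1 fell in Endo and 2 of 8 rose and 0 fell in VK2 cells, with list test adjusted p = 0.055, 0.83 and 0.17. Of the leukocyte markers, 2 of 4 rose and 0 fell in Ecto, 3 of 5 rose and 0 fell in Endo and 2 of 4 rose and 0 fell in VK2 cells (2 and 0, 4 and 0, and 2 and 0 adjusted over the list alone), with list test adjusted p = 0.082, 0.036 and 0.00063 (adjusted p = 0.07 in Endo with an estimated correlation). Of the endothelial markers, 1 of 6 rose and 0 fell in Ecto, 4 of 4 rose and 0 fell in Endo and 1 of 6 rose and 0 fell in VK2 cells, with list test adjusted p = 0.34, 0.14 and 0.46. With PUT+GV, of the fibroblast markers, 2 of 6 rose and 0 fell in Ecto, 1 of 3 rose and 0 fell in Endo and 3 of 8 rose and 0 fell in VK2 cells, with list test adjusted p = 0.29, 0.2 and 0.1. There, of the leukocyte markers, 3 of 4 rose and 0 fell in Ecto, 3 of 5 rose and 0 fell in Endo and 3 of 4 rose and 1 fell in VK2 cells, with list test adjusted p = 0.027, 0.2 and 0.2 (adjusted p = 0.22 in Ecto with an estimated correlation). Of the endothelial markers in PUT+GV, 3 of 6 rose and 0 fell in Ecto, 2 of 4 rose and 0 fell in Endo and 5 of 6 rose and 0 fell in VK2 cells (3 and 0, 3 and 0, and 5 and 0 adjusted over the list alone), with list test adjusted p = 0.54, 0.21 and 0.044 (adjusted p = 0.34 in VK2 with an estimated correlation). No list test of these markers passed with SPD+GV or SPM+GV. Without GV, leukocyte markers had adjusted p = 0.0037 in Ecto and adjusted p = 0.013 in VK2 cells with PUT (3 of 4 rose in each), and adjusted p = 4e-04 in Ecto cells with SPM (0 of 4 rose and 3 fell, or 4 adjusted over the list alone). With an estimated correlation these became adjusted p = 0.072, 0.1 and 0.011. Fibroblast markers without GV had adjusted p = 0.023 in Ecto cells with PUT (2 of 6 rose and 0 fell, adjusted p = 0.12 with an estimated correlation) and adjusted p = 0.047 in Endo cells with SPM (0 of 3 rose and 2 fell, adjusted p = 0.21 with an estimated correlation).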
